# Protein Thermal Stability Changes Induced by the Global Methylation Inhibitor 3-Deazaneplanocin A (DZNep)

**DOI:** 10.3390/biom14070817

**Published:** 2024-07-09

**Authors:** Christine A. Berryhill, Emma H. Doud, Jocelyne N. Hanquier, Whitney R. Smith-Kinnaman, Devon L. McCourry, Amber L. Mosley, Evan M. Cornett

**Keywords:** lysine methylation, S-adenosyl-l-methionine, methionine cycle, proteome integral stability alteration assay

## Abstract

DZNep (3-deazaneplanocin A) is commonly used to reduce lysine methylation. DZNep inhibits S-adenosyl-l-homocysteine hydrolase (AHCY), preventing the conversion of S-adenosyl-l-homocysteine (SAH) into L-homocysteine. As a result, the SAM-to-SAH ratio decreases, an indicator of the methylation potential within a cell. Many studies have characterized the impact of DZNep on histone lysine methylation or in specific cell or disease contexts, but there has yet to be a study looking at the potential downstream impact of DZNep treatment on proteins other than histones. Recently, protein thermal stability has provided a new dimension for studying the mechanism of action of small-molecule inhibitors. In addition to ligand binding, post-translational modifications and protein–protein interactions impact thermal stability. Here, we sought to characterize the protein thermal stability changes induced by DZNep treatment in HEK293T cells using the Protein Integral Solubility Alteration (PISA) assay. DZNep treatment altered the thermal stability of 135 proteins, with over half previously reported to be methylated at lysine residues. In addition to thermal stability, we identify changes in transcript and protein abundance after DZNep treatment to distinguish between direct and indirect impacts on thermal stability. Nearly one-third of the proteins with altered thermal stability had no changes at the transcript or protein level. Of these thermally altered proteins, CDK6 had a stabilized methylated peptide, while its unmethylated counterpart was unaltered. Multiple methyltransferases were among the proteins with thermal stability alteration, including DNMT1, potentially due to changes in the SAM/SAH levels. This study systematically evaluates DZNep’s impact on the transcriptome, the proteome, and the thermal stability of proteins.

## 1. Introduction

Lysine methylation (Kme) is a reversible post-translational modification (PTM) detected on upwards of 5000 human proteins [1]. Lysine methylation regulates protein–protein interactions, protein–DNA interactions, protein stability, and protein activity [2]. The enzymes that add lysine methylation, lysine methyltransferases (KMTs), are frequently dysregulated in many cancers, making them attractive therapeutic targets [3,4]. Therefore, several inhibitors have been created or adapted to modulate the activity of these enzymes. KMTs catalyze the transfer of up to three methyl groups from the universal methyl donor S-adenosly-l-methionine (SAM) to a target lysine within a protein, producing S-adenosylhomocysteine (SAH) as a byproduct. Many inhibitors directly bind to the substrate binding site or SAM binding site of specific KMTs [3]. An indirect way to modulate the activity of KMTs is by decreasing the amount of SAM via the inhibition of critical components of the methionine cycle [5,6]. One such inhibitor that is widely used as a research tool is 3-deazaneplanocin A (DZNep), which inhibits Adenosylhomocysteine hydrolase (AHCY), a critical enzyme of the methionine cycle that converts SAH to homocysteine and adenosine using nicotinamide adenine dinucleotide (NAD+) as a cofactor [7,8,9]. DZNep is a potent inhibitor of AHCY in vitro with a reported Ki of 0.05 nM [9]. Because it is the only enzyme that converts SAH to homocysteine, inhibiting AHCY increases the concentration of SAH and decreases the SAM-to-SAH ratio, an indicator of the methylation potential within a cell [9].

In multiple studies, DZNep has been evaluated as a potential therapeutic option for many cancer types through the modulation of the aberrant histone methylation common in cancer [10,11,12]. These studies discovered that DZNep depletes endogenous levels of EZH2, a lysine methyltransferase that deposits di- and trimethylation on histone 3 lysine 27 (H3K27me2/3) [12]. The removal of these repressive marks induces the expression of apoptosis-related genes, leading to the apoptosis of treated cells [12,13]. Given the depletion of EZH2 caused by DZNep, it is frequently cited as an EZH2 inhibitor, though it also decreases H3K9me2, H4K20me3, and H3K36me3 levels [14]. Given that the enzymes that mediate histone methylation frequently have non-histone substrates, DZNep likely also impacts non-histone proteins that are regulated by lysine methylation. Additionally, because DZNep is an adenosine analog, there may be substantial off-target effects due to binding to any protein with an affinity for AMP/ADP/ATP, SAM, or other nucleotide analogs. To address this, one study created a functional derivative of DZNep and performed a pull-down that identified 41 interacting proteins, including kinases, phosphatases, ATPases, and methyltransferases, suggesting DZNep interacts with proteins other than AHCY [15]. However, no studies have investigated the downstream impact beyond the direct targets of DZNep.

In this study, we investigated the impact of DZNep on the transcriptome, proteome, and thermal stability of proteins. In recent years, protein thermal stability assays have been used to identify and study how post-translational modifications, including phosphorylation and O-linked N-acetylglucosamine (O-GlcNAc), impact the thermal stability of specific modified proteoforms [16,17]. The basic principle underlying the thermal stability assay is that a given proteoform aggregates at a certain temperature [18]. Collecting the soluble proteins along a temperature gradient and using liquid chromatography–tandem mass spectrometry (LC-MS/MS) enables the generation of a melting curve for thousands of proteins simultaneously. A recent adaptation, called the Proteome Integral Solubility Alteration (PISA) assay, involves pooling all the soluble protein into a single sample, allowing for the analysis of the integral of the melt curve [19]. This enables multiple replicates to be run simultaneously, increasing the number of proteins detected between the replicates and decreasing the inherent variability between runs. In this study, we used PISA to investigate the impact of DZNep on the thermal stability of methylated proteins. Our results show that DZNep impacted the thermal stability of over 100 proteins while inducing large changes to the transcriptome and proteome.

## 2. Materials and Methods

### 2.1. Cell Culture and Drug Treatment

The HEK293T cells were purchased from the ATCC (Manassas, VA, USA). They were cultured in RPMI media with 10% fetal bovine serum and 1× Penicillin/Strep at 37 °C with 5% CO_2_. For all the experiments, two million cells were seeded into a 10 cm dish 24 h prior to treatment with DZNep (5, 10, 25, 50, and 100 μM). The cells were collected 48 h later and immediately subjected to the Proteome Integral Solubility assay.

### 2.2. Western Blots

The cells were grown until 90% confluent and pelleted, and the protein was extracted by resuspending it in lysis buffer (10 mM Pipes pH 7, 300 mM sucrose, 100 mM NaCl, 3 mM MgCl_2_, 0.1% Triton X-100, protease inhibitors (Thermo Scientific, Waltham, MA, USA—Pierce #A32965), and nuclease (Thermo Scientific—Pierce #88700)) and incubating for 15 min on ice. The samples were quantified using a Bradford Assay (BioRad, Hercules, CA, USA). The protein lysates (30 μg) were separated by 8% SDS-PAGE and transferred to a polyvinylidene difluoride (PVDF) membrane using a semi-dry transfer. The membranes were blocked for one hour at room temperature in 5% non-fat dry milk in PBS with 0.1% Tween20 and probed antibodies overnight at 4 °C with anti-pan monomethyl lysine (Cell Signaling Technology, Danvers, MA, USA #14679), anti-pan dimethyl lysine (Cell Signaling Technology #14117), anti-pan trimethyllysine (Cell Signaling Technology #14680), or tubulin (Proteintech, Rosemont, IL, USA 66240-1-Ig).

### 2.3. Proteome Integral Solubility Assay

The HEK293T cells were treated with either 100 μM DZNep or vehicle control for 48 h (*n* = 4). The cells were harvested in 1 mL of ice-cold PBS. A total of 1 million cells were split off and collected via flash freezing for RNA sequencing. An equal number of cells were resuspended in 500 μL of PBS with the Pierce Protease Inhibitor and aliquoted equally into ten PCR tubes (50 μL each). A total of 8 tubes were heat-treated for 3 min along a gradient (39.4, 43.8, 47.1, 51. 53.4, 55.4, 57.9, and 61.4 °C) followed by 25 °C for 2 min in a BioRad C1000 Touch Thermal Cycler. The heat-treated and one non-heat-treated tube (global sample) were lysed via 3× freeze–thaw cycles. The samples were transferred into 1.5 mL microtubes and spun down at 17,000× *g* for 10 min, and the supernatant was transferred into another 1.5 mL microtube. A total of 20 μL from each heat-treated sample was combined into a new tube (160 μL total) and frozen until processing for the LC-MS/MS analysis as described below.

### 2.4. RNAseq

The samples were submitted to Azenta for extraction, library preparation, and sequencing. The concentration and quality of each RNA sample was assessed using RNA ScreenTape. The extracted RNA was sequenced on the Illumina (San Diego, CA, USA) HiSeq with paired reads for 150 bp. The sequences were trimmed using Trimmomatic v.0.36. The trimmed reads were then mapped to the homo sapiens GRCh38 reference genome using the STAR aligner v.2.5.2b. The unique gene counts were calculated using featureCounts from the Subread package v.1.5.2. Only the unique reads that fell within exon regions were counted. A differential gene expression analysis was performed using DESeq2. The Wald test was used to generate *p*-values and log_2_ fold changes (FC), and significantly differential genes were identified with the cutoff of an adjusted *p*-value < 0.05 and an absolute log_2_ fold change > 1.

### 2.5. Proteomics Sample Preparation and Nano-LC-MS/MS

The sample preparation, mass spectrometry analysis, bioinformatics, and data evaluation for the quantitative proteomics and phosphoproteomics experiments were performed in collaboration with the Indiana University Proteomics Center for Proteome Analysis at the Indiana University School of Medicine similarly to previously published protocols [20,21]. The cells collected for the global and PISA analysis, as described above, were quantified using a Bradford Assay (BioRad). A total of 30 µg equivalent of protein from each sample was precipitated using 20% final volume trichloroacetic acid (overnight at 4 °C followed by centrifugation at 12 k rcf for 30 min and two washes with acetone). The protein pellets were then resuspended in 30 µL 8 M Urea and 100 mM Tris pH 8.5 treated with 5 mM tris(2-carboxyethyl)phosphine hydrochloride (Sigma-Aldrich, St. Louis, MO, USA, Cat No: C4706) to reduce the disulfide bonds, and the resulting free cysteine thiols were alkylated with 10 mM chloroacetamide (Sigma Aldrich Cat No: C0267). The samples were diluted with 50 mM Tris HCl pH 8.5 (Sigma-Aldrich Cat No: 10812846001) to a final urea concentration of 2 M for overnight trypsin/Lys-C digestion at 35 °C (1:50 protease:substrate ratio, mass spectrometry grade, Promega Corporation, Madison, WI, USA Cat No: V5072). The digestions were acidified with trifluoroacetic acid (TFA, 0.5% *v*/*v*) and desalted on Waters Sep-Pak^®^ Vac cartridges (Waters™, Milford, MA, USA Cat No: WAT054955) with a wash of 1 mL 0.1% TFA followed by elution in 0.6 mL of 70% acetonitrile 0.1% formic acid (FA). The peptides were dried by speed vacuum and resuspended 50 mM triethylammonium bicarbonate. Each sample was then labeled for two hours at room temperature, with 0.5 mg of Tandem Mass Tag Pro (TMTpro) reagent (16-plex kit, manufactures instructions Thermo Fisher Scientific, TMTpro™ Isobaric Label Reagent Set; Cat No: 44520, lot no. VF300895) [22]. The reactions were quenched with 0.3% hydroxylamine (*v*/*v*) at room temperature for 15 min. The labeled peptides were then mixed and dried by speed vacuum. Half of the combined sample was resuspended in 0.5% TFA and fractionated on a Waters Sep-Pak^®^ Vac cartridge (Waters™ Cat No: WAT054955) with a 1 mL wash of water, 1 mL wash of 5% acetonitrile, and 0.1% triethylamine (TEA), followed by elution in 12.5%, 15%, 17.5%, 20%, 22.5%, 25%, 30%, and 70% acetonitrile, all with 0.1% TEA. Mass spectrometry was performed utilizing an EASY-nLC 1200 HPLC system (SCR: 014993, Thermo Fisher Scientific) coupled to an Exploris 480™ mass spectrometer with the FAIMSpro interface (Thermo Fisher Scientific). The technical replicates were run, first with 1/5th of each fraction and then with 1/3rd of each fraction onto a 25 cm EasySpray column (Thermo Fisher ES902) at 350 nL/min. The gradient (mobile phases A: 0.1% formic acid (FA), water; B: 0.1% FA, 80% Acetonitrile (Thermo Fisher Scientific Cat No: LS122500)) was increased from 8 to 38% B over 98 min and 30 to 80% B over 10 min; held at 80% for 2 min; and dropped from 80 to 4% B over the final 5 min. The mass spectrometer was operated in the positive ion mode, with a default charge state of 2, the advanced peak determination on, and a lock mass of 445.12003. Three high-field asymmetric waveform ion mobility spectrometry (FAIMS) compensation voltages (CVs) were utilized (−40 CV; −55 CV; and −70 CV) each with a cycle time of 1.3 s and with identical MS and MS2 parameters. The precursor scans (*m*/*z* 375–1500) were performed with an Orbitrap resolution of 120,000, radio frequency lens% 40, an automatic maximum inject time, a standard automatic gain control target, a minimum MS2 intensity threshold of 5 × 10^3^, and the monoisotopic precursor selection mode to the peptide, including charges of 2 to 7 for fragmentation with 30 s dynamic exclusion. The MS2 scans were performed with a quadrupole isolation window of 1.6 *m*/*z*, 30% higher energy collision dissociation normalized collision energy, a 15,000 resolution, a standard automatic gain control target, an automatic maximum injection time, and a fixed first mass of 110 *m*/*z*.

### 2.6. Proteomic Data Analysis

The resulting RAW files were analyzed in Proteome Discover™ 2.5 (Thermo Fisher Scientific) with a Homo sapiens UniProt reviewed proteome FASTA (downloaded 051322, 20,282 sequences) plus common laboratory contaminants [23]. SEQUEST HT searches were conducted with a full trypsin digest, including 4 maximum number missed cleavages; a precursor mass tolerance of 10 ppm; and a fragment mass tolerance of 0.02 Da. The static modifications used for the search were (1) carbamidomethylation on cysteine (C) residues and (2) a TMTpro label on N-termini of peptides. The dynamic modifications used for the search were the TMTpro label on lysine (K) residues, methylation on lysine (K) residues, demethylation on lysine (K) residues and trimethylation on lysine (K) residues, oxidation of methionines, and methionine loss or acetylation with methionine loss on protein N-termini. The Percolator False Discovery Rate (FDR) was set to a strict setting of 0.01 and a relaxed setting of 0.05. An IMP-ptm-RS node was used for all the modification site localization scores. The values from both the unique and razor peptides were used for quantification. In the consensus workflows, the peptides were normalized by the total peptide amount with no scaling. The quantification methods utilized the TMTpro isotopic impurity levels available from Thermo Fisher Scientific. Reporter ion quantification was allowed with a signal-to-noise threshold of 6 and co-isolation threshold of 30%. The resulting grouped abundance values for each sample type from Proteome Discover were exported and analyzed as described below.

### 2.7. Data Analysis

All of the data analysis was conducted in R v.4.3 using in-house scripts. The proteins were filtered for an FDR Confidence = High and from more than one unique peptide. For the downstream analysis, a pseudocount of 0.1 was added to all the normalized protein abundances. The differential global abundance changes were determined using the *t*-test. A *t*-test was performed to determine the upregulated (FC > 1, *p* < 0.05) or downregulated proteins (FC < 1, *p* < 0.05). The PISA abundance values were normalized to the global abundance values to mitigate the changes in the DZNep-induced protein abundance. A *t*-test was performed to determine the thermally stabilized (FC > 1, *p* < 0.05) or destabilized proteins (FC < 1, *p* < 0.05). To compare the global Kme peptide changes, the Kme peptide abundance was normalized to the protein abundance.

For the bioinformatic and data visualization, the following packages were used: *ggplot2* (volcano plots), org.HS.*eg*.db, *Ggally* (Pearson Correlation), *clusterProfiler* (Gene Ontology), *ggsimplestats* (Chi Square analysis), *ggVennDiagram* (Venn Diagram), *ggpubr* (bargraphs), and *UpsetR* (Upset plots). The GO term GO:0005524 was used to identify the annotated ATP binders, while the GO term GO:0008168 was used to identify the annotated methyltransferases. PhosphositePlus© and the previous data from our lab were used to identify the previously detected lysine methylation sites [1,24]. The STRING database was used to visualize the protein clusters [25]. The GO term analysis was performed using clusterprofiler with the global proteome or transcriptome as the background on differentially abundant proteins or transcripts [26,27].

## 3. Results

### 3.1. Conducting PISA, Global Proteomics, and Transcriptomics on DZNep-Treated Cells

To determine the optimal experimental parameters for DZNep treatment, we monitored the impact of DZNep on global protein lysine methylation. HEK293T cells treated with DZNep across a concentration gradient at 24 and 48 h had a substantial decrease in lysine trimethylation (Kme3) and an increase in dimethylation (Kme2) (Figure S1A). This effect was more pronounced at 48 h, and more Kme3 sites were absent upon treatment with 100 μM of DZNep. For all the subsequent experiments, the HEK293T cells were treated with 100 μM DZNep for 48 h.

Inhibiting the production of SAM will impact transcription, which has previously been investigated using DZNep treatment. In addition, the inhibition of SAM production will impact the expression levels of proteins and the thermal stability of proteins. We used the Proteome Integral Solubility Alteration (PISA) assay and RNA sequencing (RNAseq) to investigate the extent to which each is altered upon DZNep treatment (Figure 1). It is important to note that PISA enables the quantification of global protein levels and protein thermal stability in a single experiment. Following treatment, an equal number of cells (1 × 10^6^) from the DZNep- and vehicle-treated samples (n = 4) were collected for RNAseq. 

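HEK293T is a human embryonic kidney cell line that carries the SV40 large T antigen, and DZNep (3-deazaneplanocin A) is an adenosine analog that inhibits AHCY. The RNAseq data comprised 8 libraries, 4 from cells treated with 100 µM DZNep for 48 h and 4 from vehicle-treated cells, numbered as replicates 1 to 4 in each group. The paper's methods name RPMI as the medium, while the sample labels name DMEM. The authors trimmed the paired 150 bp reads with Trimmomatic, mapped them to GRCh38 with STAR and counted unique exonic reads on each gene with featureCounts. They deposited the counts of 57500 Ensembl genes and a table of normalized counts of 19118 genes. Each normalized count equals the count divided by a size factor of its library, and the genes in that table are those with more than 80 counts summed over the 8 libraries. The Control libraries held 25043058, 41247898, 39505214 and 40871864 counts in replicates 1 to 4. The DZNep libraries held 41322529, 44902779, 39996382 and 36141132 counts. Control replicate 1 was thus the shallowest library. Mitochondrial transcripts took between 3.02% and 13.7% of the counts of a Control library and between 4.25% and 10.1% of those of a DZNep library. A gene without counts in the shallowest library allows a share of up to 1.2e-05% of its counts, a limit that covers counting error only. Differential expression was tested on the counts of 19171 genes that passed edgeR's expression filter, with TMM normalization and edgeR's quasi-likelihood test. The thresholds were those of the paper, an adjusted p-value under 0.05 and an absolute log2 fold change over 1, whereas the paper used the Wald test of DESeq2. Normalized counts given for single genes are counts divided by the deposited size factors. Each standard error of a log2 fold change was derived from the test. It is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. For genes with few counts it can lie below the counting error.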

The remaining cells were aliquoted into nine equal fractions; eight were heated across an eight-temperature gradient (39.4–61.4 °C), with the ninth remaining tube designated for global proteomics. Following three snap-freeze cycles, the soluble protein was collected from each sample. The PISA sample was created by pooling an equal volume of soluble protein from each heat-treated sample. We verified that all the DZNep experiments perturbed the lysine methylome similarly (Figure S1B). This resulted in four DZNep global samples, four DZNep PISA samples, four control global samples, and four control PISA samples combined to create a single 16-plex sample for analysis by LC-MS/MS.

The initial analysis revealed consistent measurements of the global gene and protein expression among all four biological replicates. 

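The Pearson correlation of log10(normalized count + 0.01) across the 19171 genes tested was computed for each pair of libraries. It ranged from 0.927 to 0.973 over the 6 pairs of Control replicates, with a median of 0.947. Over the 6 pairs of DZNep replicates, it ranged from 0.957 to 0.985, with a median of 0.973. The 16 pairs of a Control with a DZNep library lay lower, between 0.850 and 0.908, so that the ranges within and between the groups did not overlap. The lowest value among the Control replicates came from replicates 2 and 4, and the lowest among the DZNep replicates from the same numbers. Genes are not independent replicates, and no p-value is given for these correlations. The set of genes moved the lowest values most, to 0.846 between Control replicates over all genes with a DESeq2 adjusted p-value and to 0.873 between DZNep replicates over all genes with at least 1 read. With these 2 sets of genes the ranges did overlap, since the highest value between the groups was 0.856 and 0.875 and the lowest between Control replicates 0.846 and 0.873. A principal component analysis of variance-stabilized counts of the 500 most variable genes placed 87.5% of the variance on the first component and 8.01% on the second. The 4 Control libraries scored between -27.0 and -21.0 on the first component and the 4 DZNep libraries between 22.5 and 27.7. Over all genes tested, the first component held 63.6% and the second 25.9%.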

The RNAseq biological replicates displayed a high correlation (R > 0.9, *p*-value < 0.05, and *n* = 19,051) and clustered together by PCA plot (Figure S2A,B). In the global proteomics analysis, 4890 proteins were detected. This includes the detection of 57,159 peptides from 267,975 peptide spectrum matches (PSMs). After filtering for proteins with a high FDR (*p* < 0.05) and more than one unique peptide, 3585 proteins were quantified. The Pearson correlation between the biological replicates for protein level quantification was greater than 0.99 (Figure S2C), showing a high degree of reproducibility. In addition, the replicates clustered together by PCA plot (Figure S2D). Altogether, these results demonstrate that the biological replicates are similar.

### 3.2. Global Proteomics and Transcriptomics Reveal Changes in Metabolic Processes and Nucleosome Organization

We then assessed the impact of DZNep on global gene and protein expression. 

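Of the 19171 genes tested with edgeR's quasi-likelihood test, 2041 were higher and 2589 were lower in the DZNep-treated cells at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. Without the fold change threshold, the numbers were 3656 and 4171. With the replicate number as a block, they were 5528 and 5786 without that threshold and 2243 and 2736 with it. A test against a log2 fold change of 1 (glmTreat) gave 942 higher and 1066 lower genes. With each library left out in turn, between 1936 and 2383 genes were higher and between 2322 and 2993 were lower. All 4 DZNep libraries lay above all 4 Control libraries for 19.5% of the genes and below them for 19.4%, where chance gives 1.43% for each. Among genes with an average log2 CPM of at least 1 and no overlap between the groups, LGSN (ENSG00000146166, chromosome 6 of GRCh38 from 63275951 to 63319983) had the highest log2 fold change, 5.85 with a standard error of 0.32 and an adjusted p-value of 3.51e-06. Its normalized count was 3.35 ± 1.34 in the Control and 195 ± 32.5 in the DZNep libraries (SD, n = 4 each). The Control libraries held 2 to 4 counts of LGSN each, so its standard error may understate the counting error. KIAA1210, COL9A1, DEPP1 and ANKRD1 followed, with log2 fold changes of 4.95, 4.79, 4.71 and 4.69. DEPP1 (ENSG00000165507) rose from 77.7 ± 14.4 to 2075 ± 148 normalized counts (SD, n = 4 each). The lowest value was that of HTRA3 (ENSG00000170801, chromosome 4 from 8269754 to 8307098), -5.28 with a standard error of 0.45 and an adjusted p-value of 2.59e-05, from 373 ± 93.8 normalized counts in the Control to 10.0 ± 7.30 in the DZNep libraries (SD, n = 4 each). SHC2, UNC5A, SLC22A31 and GNG4 came next, with log2 fold changes of -5.20, -4.99, -4.78 and -4.77.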

At the transcript level, 2611 transcripts were downregulated while 2092 were upregulated in DZNep-treated cells compared to the vehicle-treated cells (Figure 2A). Upon DZNep treatment, there was a decrease in the transcripts related to metabolic processes, including monocarboxylic acid metabolic processes (Figure S3A). In addition, there was a decrease in the transcripts related to movement, particularly cilium mobility. 

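The paper tested gene ontology terms, whereas the transcripts were grouped here by gene lists written from general knowledge. The list for monocarboxylic acid metabolism held mainly genes of fatty acid oxidation, 98 of which were tested. Of these, 24 were lower with DZNep and 3 were higher, and 24.5% lower compares with 13.5% of all genes tested (one-sided Fisher's exact test, p = 0.0137 after Benjamini-Hochberg adjustment over 46 tests of 23 lists in each direction). The median log2 fold change of the list was -0.29. Camera with its preset inter-gene correlation gave an adjusted p-value of 0.00384 and the rotation test fry 0.00114, both for a decrease. Over the 23 lists, camera passed the threshold for 9, each of which also passed with fry, while camera with an estimated correlation passed for 0, with 4 at an unadjusted p under 0.05 and a lowest adjusted p-value of 0.0814. Without Control replicate 2, 23 genes were lower and the adjusted p-value of Fisher's exact test was 0.0782. The largest decreases were those of PCK2, CPT2 and ACSF3. CPT2 (ENSG00000157184, chromosome 1 of GRCh38 from 53196792 to 53214197) encodes a mitochondrial carnitine palmitoyltransferase and fell from 1627 ± 472 to 273 ± 36.9 normalized counts (SD, n = 4 each), a log2 fold change of -2.60 with a standard error of 0.22 and an adjusted p-value of 2.67e-05 from edgeR's quasi-likelihood test. PCK2 and ACSF3 had log2 fold changes of -2.80 and -2.30. ALDH1A1, PDK4 and AMACR were the 3 genes that rose past both thresholds. Regardless of the thresholds, 33 of the 98 log2 fold changes were above 0 and 65 below.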

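Genes of motile cilia and genes of cilium assembly formed separate lists. Of 83 motile cilium genes tested, 23 were lower with DZNep and 12 were higher (one-sided Fisher's exact test for lower genes, adjusted p = 0.00313). The members thus went both ways, and tests on the whole list did not pass the threshold, with adjusted p-values of 0.348 from camera and 0.0854 from fry. In the fit with the replicate number as a block, fry gave 0.0428. The list for cilium assembly, with intraflagellar transport, BBSome and transition zone genes, held 57 genes, of which 22 were lower and 2 were higher (adjusted p = 2.32e-05). Its median log2 fold change was -0.64, and camera (7.62e-07) and fry (1.57e-05) also passed the threshold. IFT27 (ENSG00000100360, chromosome 22 of GRCh38 from 36758202 to 36776256) fell from 2544 ± 542 to 316 ± 53.3 normalized counts (SD, n = 4 each), a log2 fold change of -3.04 with a standard error of 0.21 and an adjusted p-value of 8.84e-06 from edgeR's quasi-likelihood test. TCTN1 and IFT140 fell by 2.86 each on the log2 scale. Among the motile cilium genes, CFAP70, DNAAF5 and DNAAF8 had the lowest values, -2.36, -2.28 and -2.27. DNAH3 rose from 8.97 ± 3.07 to 118 ± 21.8 normalized counts (SD, n = 4 each), and CFAP91, at or under 3 counts in every Control library, was at least 6.61-fold higher.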

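Replication-dependent histone genes, the proteins of which form the nucleosome, were over-represented among the transcripts that rose. Of the 40 histone genes tested, 29 were higher with DZNep and 0 were lower (0 at an unadjusted p under 0.05), against 10.6% of all genes tested that were higher (one-sided Fisher's exact test, adjusted p = 1.68e-18). In 31 of the 40 genes, all 4 DZNep libraries lay above all 4 Control libraries, against 19.5% of all genes tested and 1.43% expected without any treatment effect. The log2 fold changes ranged from -0.14 to 3.78 with a median of 1.93. H3C10 (ENSG00000278828, chromosome 6 of GRCh38 from 27810051 to 27811300) rose from 82.9 ± 20.7 to 1155 ± 204 normalized counts (SD, n = 4 each), with a standard error of 0.23 on its log2 fold change of 3.78 and an adjusted p-value of 5.16e-06 from edgeR's quasi-likelihood test. H2AC6 rose from 104 ± 14.2 to 1293 ± 184 and H3C13 from 5.02 ± 3.90 to 59.6 ± 7.53 normalized counts (SD, n = 4 each). Histone genes are near-identical copies, so that reads mapping to several of them were not counted and the value of a single gene is uncertain. For DNA binding, only zinc finger genes named ZNF and a number were tabulated. Of 460 such genes, 30 were higher and 44 were lower, and neither direction was over-represented (adjusted p = 1 in each).

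**Figure D1:**
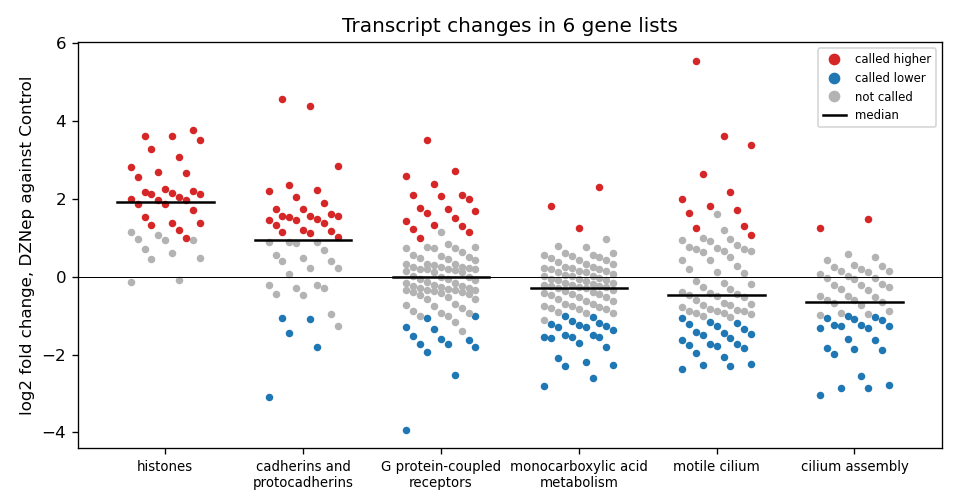
Log2 fold change of each tested gene (1 point per gene) in 6 lists, DZNep against Control, n = 4 libraries each. Red points are genes called higher, blue points genes called lower, grey points genes past neither pair of thresholds, and the line is the median of the list. Of the 40 histone genes, 29 are red, while the list for cilium assembly holds 22 blue points among 57.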

The transcripts upregulated upon DZNep treatment were enriched for DNA binding and nucleosome organization proteins. At the protein level, 458 proteins decreased while 534 proteins increased in abundance (2593 were unchanged) in the DZNep-treated cells compared to the vehicle-treated control (Figure 2B). The gene ontology (GO) analysis revealed that the proteins with increased abundance were enriched for processes, including RNA processing, DNA binding, and chromatin processing. In contrast, the proteins with decreased abundance were enriched for metabolic processes, such as oxoacid, carboxylic acid, and amino acid metabolic processes (Figure S3B). There was also an enrichment for the transcripts that encode the proteins involved in signaling pathways and adhesion. 

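For adhesion, the list of cadherin and protocadherin genes held 50 tested genes, of which 25 were higher with DZNep and 5 were lower (one-sided Fisher's exact test for higher genes, adjusted p = 8.49e-11). The median log2 fold change was 0.96, and fry (adjusted p = 0.00869) and camera (0.000758) passed the threshold as well. Many of these genes had few counts. CDH5 and PCDHGC5 were at or under 3 counts in each Control library and were at least 3.47-fold and 4.11-fold higher. PCDHGB1 (ENSG00000254221, chromosome 5 of GRCh38 from 141350099 to 141512975) rose from 4.17 ± 2.55 to 32.6 ± 5.87 normalized counts (SD, n = 4 each), a log2 fold change of 2.85 with a standard error of 0.44 and an adjusted p-value of 0.000672 from edgeR's quasi-likelihood test. The protocadherin gamma genes share their 3′ exons, and reads there could not be assigned to a single gene. For signaling, 19 of 102 tested G protein-coupled receptor genes were higher and 13 were lower. The adjusted p-value of the higher genes was 0.0411, but it was 0.0551 with median-ratio size factors, 0.122 with library sizes alone and 0.0555 with the replicate number as a block, and camera (0.707) and fry (0.83) did not pass. GPR146 rose most, from 19.1 ± 8.49 to 220 ± 63.7 normalized counts (SD, n = 4 each).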

There was an overall low but significant correlation between the protein and transcript levels (R = 0.52 and *n* = 3551) (Figure 2D). Interestingly, only 10.7% of the proteins that had an increase in protein abundance also had an increase in transcript levels. Similarly, 25% of the proteins with decreased abundance also had a decrease in transcript levels (Figure 2E and Figure S3C). This indicates that the global proteomic changes observed are not solely due to direct changes in transcription. Overall, these data reveal a broad rewiring of global transcription and protein expression upon DZNep treatment.

### 3.3. DZNep Impacts the Thermal Stability of Hundreds of Proteins

We then investigated the thermal stability changes upon DZNep treatment. To account for protein abundance differences between the samples, the PISA abundance values were normalized to the global proteome abundance values, and the fold change between the control and DZNep normalized PISA values was calculated. The DZNep treatment resulted in the thermal stabilization of 91 proteins and destabilization of 44 proteins (Figure 2C). A comparison of the overlap between the thermal stability, protein abundance, and transcript abundance shows that 70% (94 out of 135) of the proteins with altered thermal stability upon DZNep treatment also had a significant abundance change at the transcript or protein level (Figure 2E). A total of 49% (66 out of 135) of the thermal stability changes are solely explained by changes in the protein abundance. Interestingly, this includes 24 proteins that were thermally stabilized but had increased protein abundance (Figure 2E). Overall, these data show that there are both unique and overlapping impacts on the transcript, protein, and protein thermal stability in DZNep-treated cells. We next turned to identify how the added dimension of protein thermal stability can help reveal the potential targets of DZNep.

### 3.4. DZNep Globally Impacts Components of the Methionine Cycle

DZNep is reported to inhibit AHCY via competitive inhibition; nonetheless, some studies suggest it binds to many other proteins besides AHCY [15]. 

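AHCY (ENSG00000101444, chromosome 20 of GRCh38 from 34280268 to 34311802) had 8889 ± 429 normalized counts in the Control and 7336 ± 1188 in the DZNep libraries (SD, n = 4 each). Its log2 fold change was -0.30 with a standard error of 0.15, and the adjusted p-value of edgeR's quasi-likelihood test was 0.142 over all genes tested and 0.221 adjusted over the list alone of 24 genes that the paper names. Every DZNep library lay below every Control library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). That test shuffles the libraries freely, and shuffling within the 4 pairs of the same replicate number could not give so small a p. Within pairs of the same replicate number, the log2 ratios were -0.08, -0.68, -0.38 and -0.02. With the replicate number as a block, the log2 fold change was -0.32 and the adjusted p-value 0.0443, or 0.0561 adjusted over the list alone. The absolute change stayed under the fold change threshold of 1 under every alternative listed for it, with log2 fold changes from -0.37 to -0.21.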

Interestingly, we did not detect significant changes in the transcript, protein abundance, or thermal stability for AHCY upon DZNep treatment. While it is common that the small-molecule engagement of a protein can impact thermal stability, it is possible DZNep binding to AHCY does not impact its thermal stability. However, the protein abundance of several methionine cycle components (MTR, MATIIA, and MATIIB) were significantly lower following DZNep treatment (Figure 3A,B). While the MTR was also decreased at the transcript level, the MATIIA and IIB were not, suggesting that the decrease may be regulated at the protein level. 

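MTR (ENSG00000116984, chromosome 1 of GRCh38 from 236795260 to 236921278) fell from 5327 ± 1820 normalized counts in the Control to 1829 ± 455 in the DZNep libraries (SD, n = 4 each). The log2 fold change was -1.57 with a standard error of 0.27, past both thresholds with an adjusted p-value of 0.00125 from edgeR's quasi-likelihood test. It was lower in all 4 pairs, and with each library left out in turn the log2 fold change stayed between -1.74 and -1.38. MAT2A (ENSG00000168906, chromosome 2 from 85539168 to 85545281), which encodes MATIIA, had 4304 ± 2527 normalized counts in the Control and 3247 ± 570 in the DZNep libraries (SD, n = 4 each). The Control libraries spread from 2107 to 7003, wider than the difference between the groups, and the log2 fold change of -0.43 had a standard error of 0.38 and an adjusted p-value of 0.390. MAT2A was higher in replicates 1 and 4 and lower in replicates 2 and 3. MAT2B (ENSG00000038274, chromosome 5 from 163503114 to 163519558) rose slightly, from 3145 ± 696 to 3953 ± 388 normalized counts (SD, n = 4 each). Its log2 fold change was 0.30 with a standard error of 0.18 and an adjusted p-value of 0.196, while the fit with the replicate number as a block gave 0.32 and an adjusted p-value of 0.0297. The part of Table S1 used here holds 1999 of its 19051 genes, and there the paper's reported value for MAT2B is a log2 fold change of 0.33 with an adjusted p-value of 0.151. From the lower MTR transcript and the absence of a decrease for MAT2A and MAT2B, set beside the lower protein abundance of all 3, the paper proposes that the decrease of MATIIA and MATIIB may be regulated at the protein level.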

The MTR, which converts homocysteine to methionine using 5′-methyltetrahydrofolate, was also thermally stabilized upon treatment with DZNep (Figure 3A,B). Overall, while we do not see stability or abundance changes to the reported DZNep target, components of the target pathway are significantly impacted at the transcript, protein, and thermal stability levels.

### 3.5. DZNep Impacts the Thermal Stability of the Aminoacyl-tRNA Synthetase Multienzyme Complex

The thermally stabilized proteins had an enrichment for members of the aminoacyl-tRNA synthetase multienzyme complex (MSC). A total of 5 of the 11 complex members were stabilized (LARS1, IARS1, EPRS1, MARS1, and AIMP2) (Figure 4A,B). 

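The multienzyme complex (MSC) has 11 members, and all 11 transcripts were tested. AIMP2 (ENSG00000106305, chromosome 7 of GRCh38 from 6009255 to 6023834) fell from 2497 ± 616 normalized counts in the Control to 1320 ± 233 in the DZNep libraries (SD, n = 4 each). Its log2 fold change was -0.95 with a standard error of 0.20 and an adjusted p-value of 0.00419 from edgeR's quasi-likelihood test, past the threshold on the p-value and short of that on the fold change. MARS1 (ENSG00000166986, chromosome 12 from 57475445 to 57517569) fell by 0.93 on the log2 scale, from 15152 ± 2821 to 8074 ± 927 normalized counts (SD, n = 4 each), with an adjusted p-value of 0.00213. In both genes, every DZNep library lay below every Control library (two-sided exact permutation test, p = 0.0286). The permutation test ignores the pairing by replicate number. LARS1 had a log2 fold change of -0.47 and an adjusted p-value of 0.165, or 0.0163 with the replicate number as a block. For AIMP1, these adjusted p-values were 0.0923 and 0.0031. The adjusted p-values of EEF1E1, EPRS1, IARS1, KARS1, QARS1 and RARS1 lay between 0.175 and 0.990. IARS1 ranged from 10092 to 38101 normalized counts among the Control libraries, wider than the difference between the group means. Adjusted over the list alone of 24 genes named by the paper, AIMP2 and MARS1 passed the threshold on the p-value too.

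**Figure D2:**
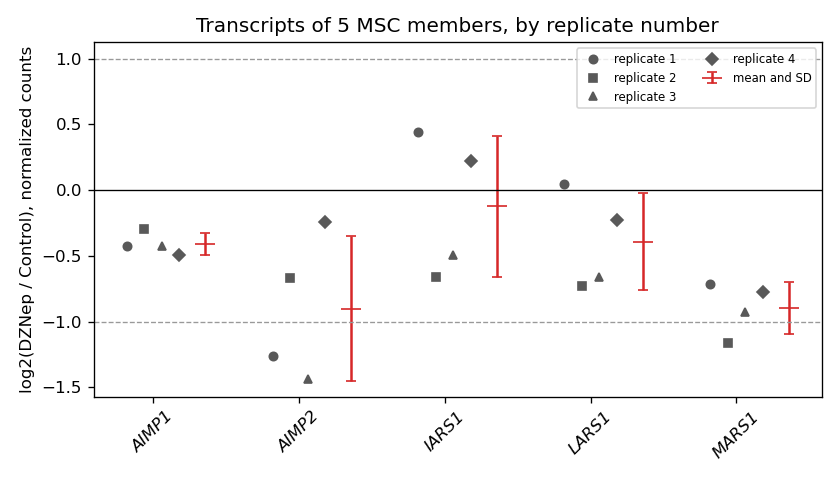
Log2 ratio of normalized counts, DZNep over Control, for 5 MSC members. Each grey symbol is a pair of libraries with the same replicate number (replicates 1 to 4), red marks the mean and SD of the 4 pairs, and dashed lines mark log2 ratios of 1 and -1. AIMP2 and MARS1 lie below 0 in all 4 pairs, while IARS1 lies above 0 in replicates 1 and 4 and below 0 in replicates 2 and 3.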

LARS1, IARS1, MARS1, and AIMP2 also exhibited a decrease in protein abundance, and AIMP2 had an additional decrease in transcript levels. The MSC assembles into a V-shaped complex. AIMP2, EPRS1, IARS1, and LARS1 are found at the base of the V-shaped complex, while MARS1, DARS1, and QAR1S assemble into one arm, and KARS1 and RARS1 comprise the other arm [28]. Interestingly, all the components in the base are thermally stabilized. In addition, AIMP2 is responsible for mediating protein–protein interactions within the complex and is indispensable for its formation [28,29,30].

All the components of the MSC can bind to ATP. Because DZNep is an adenosine analog, their stabilization may be due to the off-target binding of DZNep. Additionally, MARS1, LARS1, and IARS1 all have multiple observed methylation sites [1,24], implying that a perturbation to the SAM/SAH ratio may impact the methylation of the components of the MSC, leading to the observed global decrease and thermal stabilization. A previous study showed that the loss of AIMP2 and individual tRNA synthetases does not affect global protein synthesis [31], suggesting that the loss of AIMP2 induced by DZNep treatment may not explain the changes in protein levels observed in our study. However, it is not understood how the stability and protein level changes observed for multiple components of the MSC complex in our experiments might impact protein synthesis.

### 3.6. DZNep Impacts the Thermal Stability of ATP Binders and Methyltransferases

Because DZNep interacts with adenosine binders [15], we looked at the potential off-target effects of DZNep interactions with ATP binders and methyltransferases. DZNep significantly impacted the global abundance of Ensembl annotated ATP binders (*n* = 467, Chi square *p* < 0.05) (Figure S4A). Specifically, it led to the decrease in the global protein abundance of ATP binders. There was also a trend toward the stabilization of the ATP binders, though not significant (Chi square, *p* = 0.07) (Figure S4B). In contrast, DZNep did not impact the global abundance of the methyltransferases but did significantly impact their thermal stability (*n* = 66, Chi square, *p* < 0.05) (Figure S4C,D). Interestingly, there was a group of proteins that only exhibited thermal stability changes. These include four methyltransferases: LCMT1 (Leucine carboxyl methyltransferase 1), DNMT1 (DNA methyltransferase 1), ASMTL (probably bifunctional dTTP/UTP pyrophosphatase/methyltransferase protein), and NTMT1 (N-terminal Xaa-Pro-Lys N-methyltransferase 1) (Figure 5A). It was previously shown that DNMT1 protein abundance is not impacted by DZNep, which we recapitulate here; however, PISA was able to detect that DZNep thermally destabilizes DNMT1 [14]. 

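The transcripts of these 4 methyltransferases did not pass the thresholds. LCMT1 (ENSG00000205629, chromosome 16 of GRCh38 from 25111731 to 25178231) had 2028 ± 389 normalized counts in the Control and 1525 ± 401 in the DZNep libraries (SD, n = 4 each), a log2 fold change of -0.44 with a standard error of 0.21 and an adjusted p-value of 0.124 from edgeR's quasi-likelihood test. It was lower in all 4 pairs of the same replicate number, and the adjusted p-value was 0.00266 with that number as a block and 0.0366 without DZNep replicate 4. DNMT1 (ENSG00000130816, chromosome 19 from 10133342 to 10231286) had 11202 ± 1877 and 10210 ± 2027 normalized counts (SD, n = 4 each), with a log2 fold change of -0.16, a standard error of 0.19 and an adjusted p-value of 0.527. The log2 fold changes of ASMTL and NTMT1 were 0.21 (standard error 0.16) and -0.07 (standard error 0.19), with adjusted p-values of 0.321 and 0.782. NTMT1 changed sign under library sizes alone, where its log2 fold change was 0.0036, and without Control replicate 4 (0.000967) or DZNep replicate 3 (0.0286). Adjusted over the list alone, 0 of the 4 genes passed (0 at an unadjusted p under 0.05), and 1 did with the replicate number as a block.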

One possible mechanism could be the impact of the SAM/SAH ratio on the activity of DNMT1. Additionally, DNMT1 was previously reported to be methylated at several lysine residues, and DZNep treatment may alter the levels of DNMT1 lysine methylation and impact DNMT1 thermal stability [32].

### 3.7. DZNep Treatment Alters the Abundance of Methylated Proteins and Peptides

The detection of methylated lysine via MS-based proteomics has historically relied upon antibody enrichment. An analysis of the changes in lysine methylation on whole-cell lysates using these antibodies showed drastic changes in the lysine methylation (Figure S1A). We investigated if we could detect and quantify changes in the global abundance of peptides with methylated lysine residues by MS directly in the PISA experiment. A total of 610 unique methylated peptides from 388 unique proteins were detected, and 278 unique Kme sites were quantified from 247 unique proteins. Over half of the detected and quantified Kme sites were trimethylated, while less than 20% were monomethylated. The abundance of peptides with lysine methylation was normalized to the global abundance of the corresponding protein to account for the changes in the global protein abundance. In total, 16 Kme sites had an increase in peptide abundance with DZNep treatment, while 24 sites had a decrease in peptide abundance (Figure 5B).

The thermal stability of the methylated peptides was then assessed. To calculate the fold change between the normalized PISA values of the Kme sites, the peptide PISA abundance was normalized to the global abundance of that peptide. Only two Kme sites were thermally stabilized (CDK6 K3me3 and TAC3 K9me3) and three sites were thermally destabilized (PGK1 K139me3, VCP K315me3, and PGK1 K141 me3) (Figure 5C). Interestingly, only TACC3 had an increased protein abundance and only CDK6 was stabilized.

To assess the impact of DZNep on the thermal stability of methylated proteins, we examined the impact of DZNep treatment on proteins with reported lysine methylation sites (PhosphoSite Plus and previous studies) [1,24]. In total, 1631 proteins had previously been observed to be methylated and exhibited a trend toward being more likely to be differentially abundant compared to non-methylated proteins (Chi-square, *p* = 0.058) (Figure S5A). Proteins reported to be methylated were also more likely to have altered thermal stability than non-methylated proteins upon DZNep treatment (Chi-square, *p* < 0.05). In addition, proteins were more likely to be destabilized upon DZNep treatment if there was a reported Kme site (Figure S5B). The same number of randomly selected proteins did not exhibit this trend, demonstrating that DZNep treatment did impact the thermal stability of methylated proteins (Figure S5B,D). Interestingly, 57% of the methylated, destabilized proteins have the capacity to bind RNA (GO term analysis, *p* < 0.05). Nearly all studies that have profiled lysine methylation using MS-based approaches have noted an enrichment of RNA processing proteins, which is consistent with these data [33,34,35].

## 4. Discussion

In this work, we uncover the impact of DZNep treatment in HEK293T cells on the transcriptome, proteome, and proteome thermal stability. We show that DZNep treatment leads to broad transcriptomic and proteomic changes, though less than a quarter of the proteomic changes can be explained by transcriptomic changes. Using PISA, we demonstrate that over 100 proteins undergo thermal stability changes following DZNep treatment, and 41 of these are independent of any alteration in the corresponding transcript or protein level.

DZNep has frequently been studied as a potential therapeutic compound. DZNep treatment in cancer cell lines leads to a decrease in cellular proliferation [12,13]. Additionally, DZNep has been used as an antiviral compound, with the rationale that inhibiting AHCY would impact the 5′ and 2′-O-ribose methylation cap of viral RNA by decreasing the cellular levels of SAM [8,36]. Considered a broad methyltransferase inhibitor, we detected thermal stability changes for four methyltransferases: DNMT1, LCMT1, NTMT1, and ASMT1. Given the low number of methyltransferases detected (*n* = 60), it is possible that DZNep did alter the thermal stability of additional methyltransferases below the detection limit in the current experiment.

We observed decreased abundance in components of the methionine cycle, supporting the notion that a major mechanism of action of DZNep is due to the disruption of the methionine cycle. Interestingly, the putative direct target of DZNep, AHCY, did not undergo a change in protein abundance or stability. However, DZNep treatment also resulted in the global reduction and thermal stabilization of several key subunits of the aminoacyl tRNA synthase multienzyme complex, including AIMP2, without which the complex dissembles. The abundance and thermal perturbation of both the methionine cycle and the MSC complex highlight the cumulative impact a single compound can have on cellular functions by impacting multiple pathways.

Recently, studies have reported the impact of PTMs (phosphorylation and O-linked N-acetylglucosamine) on protein thermal stability [16,17]. A critical component in the case of phosphorylation was the accurate and robust detection of the modified and unmodified peptides. For the O-linked N-acetylglucosamine study, a clear system to globally alter the modification allowed for clear conclusions to be drawn about the impact of the modification on protein thermal stability. Lysine methylation is a widespread PTM, but annotating specific sites with specific functions has not kept pace with the expansion of the number of sites identified. The approach taken in this work helps demonstrate the potential and technical challenges of using thermal proteome stability assays to curate putative functional lysine methylation sites. Notably, we identified thermal stability changes in several proteins known to be methylated under conditions where global lysine methylation is altered. In future studies, applying this methodology to other cell types and conditions will be useful in dissecting functional lysine methylation signaling pathways [3]. It will be particularly interesting in cancer cells, which often have dysregulation of the writers and erasers of lysine methylation in which non-histone lysine methylation has often not been fully investigated. However, detecting and quantifying lysine methylation sites is still difficult in untargeted proteomics experiments. Furthermore, DZNep impacts proteins and pathways unrelated to lysine methylation, and there is not a clear strategy equivalent to removing the entire pathway as shown for O-GlcNAc. Nonetheless, the use of PISA and other thermal proteome profiling approaches offers promise for studying the impact of post-translational modifications.

## Figures and Tables

**Figure 1:**
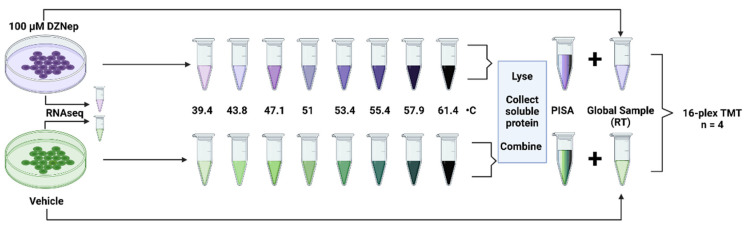
A workflow overview of the combined transcriptome, proteome, and thermal stability analysis. The HEK293T cells were treated with either 100 µM DZNep or vehicle control for 48 h. A total of 1 million cells were collected for the RNAseq analysis. An equal number of cells were then aliquoted into 10 microtubes. Eight tubes were subjected to heat treatment across a temperature gradient as the PISA samples. All the aliquots were then lysed via 3× freeze–thaw cycles. An equal volume of the heat-treated soluble protein was combined into a single microtube per sample. The soluble protein of the non-heat-treated protein was collected as the global proteomics sample. In total, there were four control global proteome samples, four control PISA samples, four DZNep global proteome samples, and four DZNep PISA samples. These were digested using trypsin/LysC, multiplexed using Tandem Mass Tag (TMT) labels, and analyzed using LC-MS/MS. Created with BioRender.com.

**Figure 2:**
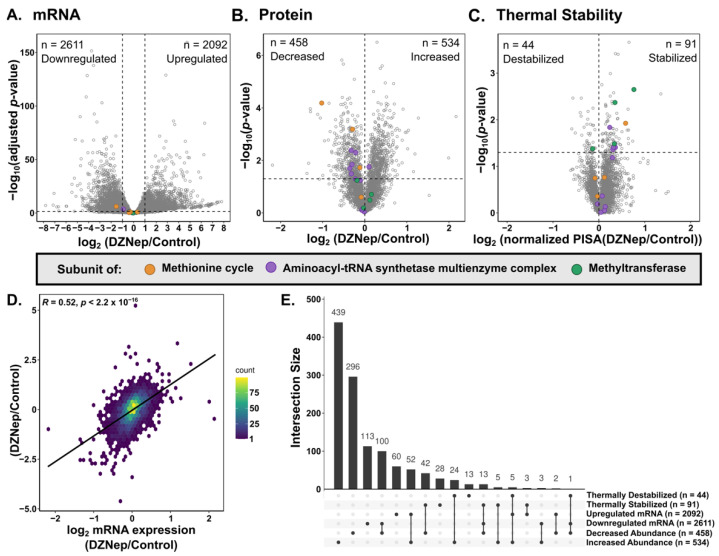
Volcano plots of the fold change vs. −log10 of the (**A**) adjusted *p*-value for mRNA and (**B**,**C**)−log10 of the *p*-value for the protein and thermal stability upon DZNep treatment. The horizontal dashed lines indicate the cutoff of an adjusted *p*-value ≥ 0.05. For the mRNA, the vertical dashed lines indicate a fold change cutoff ≥ |2|. The thermal stability is shown after normalizing the PISA abundance values to global protein abundance. (**D**) The density correlation plot between the observed transcript and protein abundances (Pearson correlation; *n* = 3551). The x-axis is the log_2_ of the fold change between the DZNep and control normalized mRNA levels. The y-axis is the log_2_ fold change between the DZNep and control protein abundances. (**E**) The upset plot visualizing the overlap between the changes in the mRNA, protein, and thermal stability.

**Figure 3:**
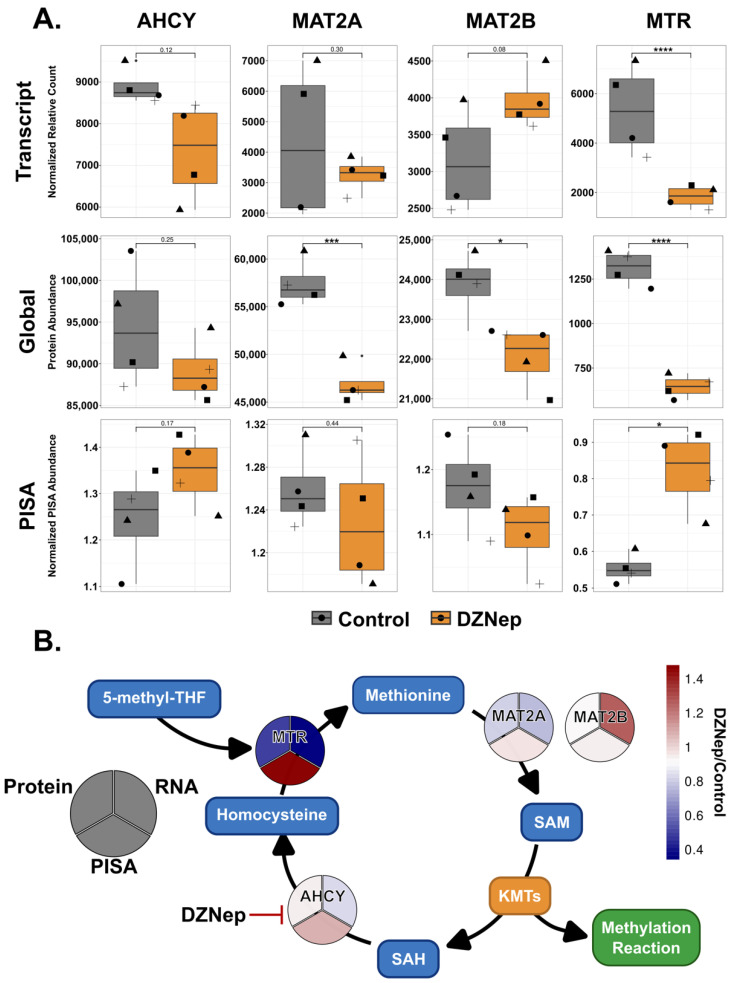
DZNep treatment affects components of the methionine cycle. (**A**) Bar graphs visualizing the difference in the transcript, protein, and normalized PISA abundances between the control (grey bars) and DZNep-treated samples (orange bars) for the genes as indicated. Shapes represent the different replicates (*n* = 4; *t*-test, * = *p* < 0.05, *** = *p* < 0.001, and **** = *p* < 0.0001). (**B**) A schematic of the methionine cycle. The circle heatmaps represent the fold change between the DZNep- and control-treated samples within the indicated dataset (RNA, protein, and thermal stability). The blue boxes represent products and cofactors.

**Figure 4:**
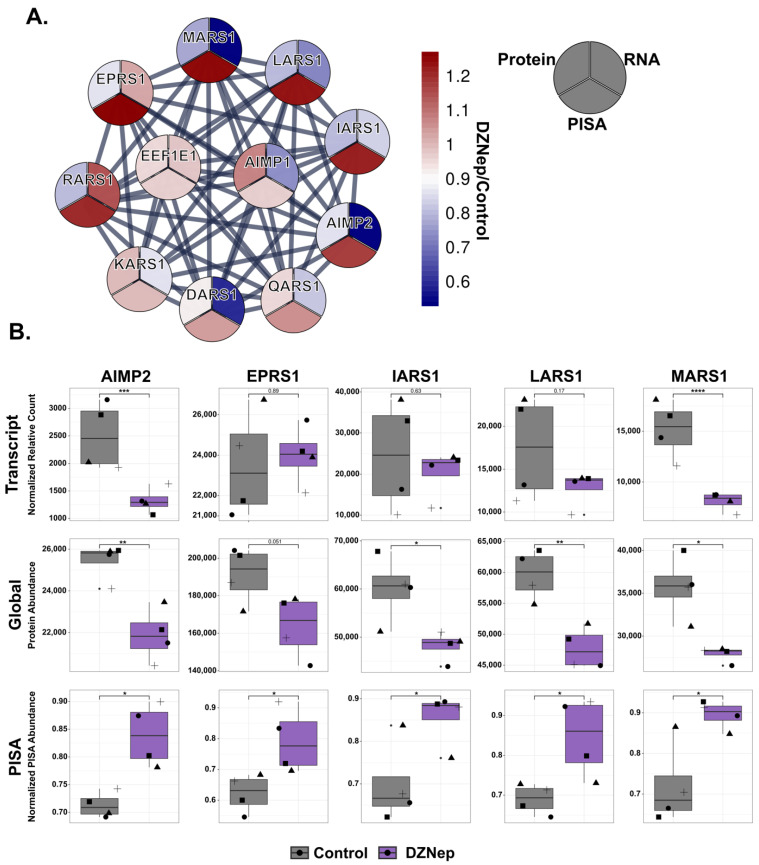
DZNep treatment stabilizes the components of the aminoacyl-tRNA synthetase multienzyme complex (MSC). (**A**) The STRING network of the subunits of the MSC. The circle heatmaps visualize the fold change (DZNep/control) in the different MSC subunits from each dataset (RNA, protein, and thermal stability) (**B**) Bar graphs visualizing the difference in transcript, protein, or PISA abundances between the control (grey bars) and DZNep-treated samples (purple bars) for the genes as indicated. Shapes represent different replicates(*n* = 4; *t*-test, * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001, and **** = *p* < 0.0001).

**Figure 5:**
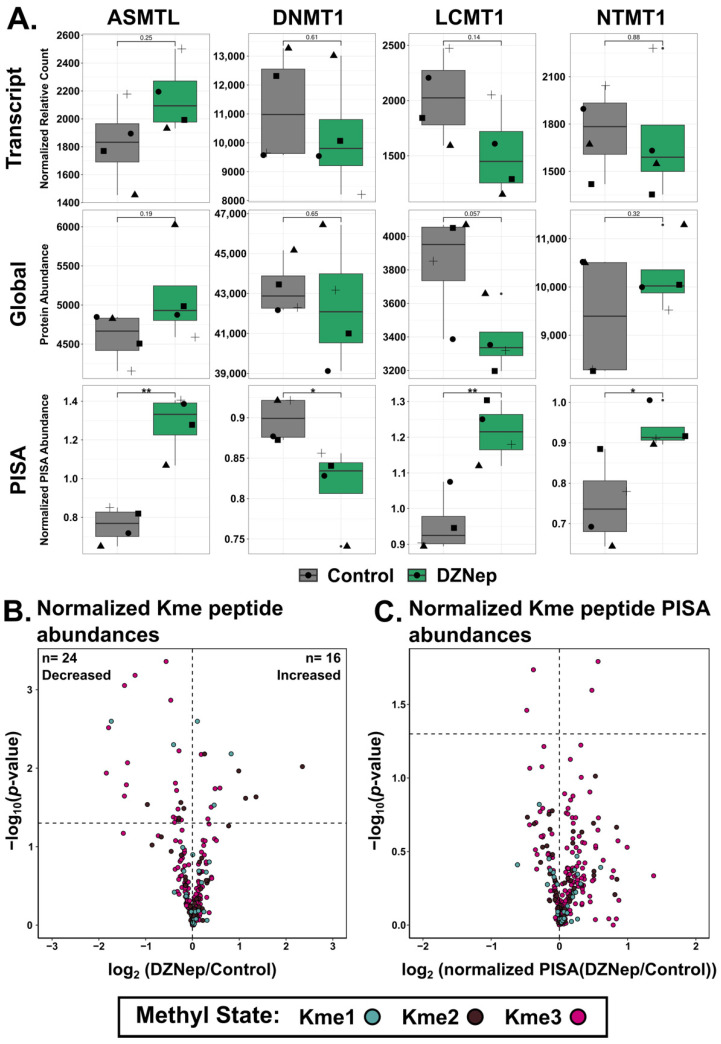
(**A**) Bar graphs visualizing the difference in the transcript, protein, or PISA abundances between the control (grey bars) and DZNep-treated samples (green bars) for the indicated genes. Shapes represent different replicates (*n* = 4; *t*-test, * = *p* < 0.05, ** = *p* < 0.01). (**B**) Volcano plots of the fold change vs. −log10 of the *p*-value for lysine-methylated peptides and (**C**) the thermal stability of lysine-methylated peptides. Peptides carrying monomethyl, dimethyl, or trimethyl lysine are indicated in green, brown, and magenta, respectively.

## Data Availability

The code used to analyze these data is accessible at https://github.com/caberryhill/DZNep-PISA. The RNAseq data, including the raw sequencing data and normalized read counts, are available through the National Center for Biotechnology Information Gene Expression Omnibus using accession GSE268629. All the raw mass spectrometry data and processed Proteome Discoverer result files are uploaded to the MassIVE repository with accession MSV000094902.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom14070817/s1, Figure S1: DZNep treatment perturbs the lysine methylome. Figure S2: Transcriptome and proteome replicates show a high level of reproducibility. Figure S3: GO term analysis and correlation between RNAseq and proteome abundances. Figure S4: ATP binders and methyltransferases are more likely to have either altered protein abundance or thermal stability. Figure S5: Methylated proteins are affected by DZNep treatment. Table S1: RNAseq data. Table S2: Global Proteomics and PISA data. Table S3: Summary of Protein and PISA data. Table S4: Lysine Methylation Peptide data. Table S5: Summary of Lysine Methylation data. Table S6: Detected Kme sites.

# Supplementary material for: Protein Thermal Stability Changes Induced by the Global Methylation Inhibitor 3-Deazaneplanocin A (DZNep)
**Source:** Biomolecules. 2024 Jul 9;14(7):817. doi: 10.3390/biom14070817
**Supplement:** Supplementary file 1

# Supplementary Materials for

## **Protein Thermal Stability Changes Induced by the Global Methylation Inhibitor 3-Deazaneplanocin A (DZNep)**

Christine A. Berryhill <sup>1</sup>, Emma H. Doud <sup>1,2,3</sup>, Jocelyne N. Hanquier <sup>1</sup>, Whitney R. Smith-Kinnaman <sup>1,2</sup>, Devon L. McCourry <sup>1,3</sup>, Amber L. Mosley <sup>1,2,3,4</sup>, Evan M. Cornett <sup>1,3,4,\*</sup>

### **The PDF file includes:**

Supplementary Figure S1: DZNep treatment perturbs the lysine methylome.

Supplementary Figure S2: Transcriptome and proteome replicates show a high level of reproducibility.

Supplementary Figure S3: GO term analysis and correlation between RNAseq and proteome abundances.

Supplementary Figure S4: ATP binders and methyltransferases are more likely to have either altered protein abundance or thermal stability

Supplementary Figure S5: Methylated proteins are affected by DZNep treatment.

### **Other Supplementary Material includes the following:**

Supplementary Table S1: RNAseq data

Supplementary Table S2: Global Proteomics and PISA data

Supplementary Table S3: Summary of Protein and PISA data

Supplementary Table S4: Lysine Methylation Peptide data

Supplementary Table S5: Summary of Lysine Methylation data

Supplementary Table S6: Detected Kme sites

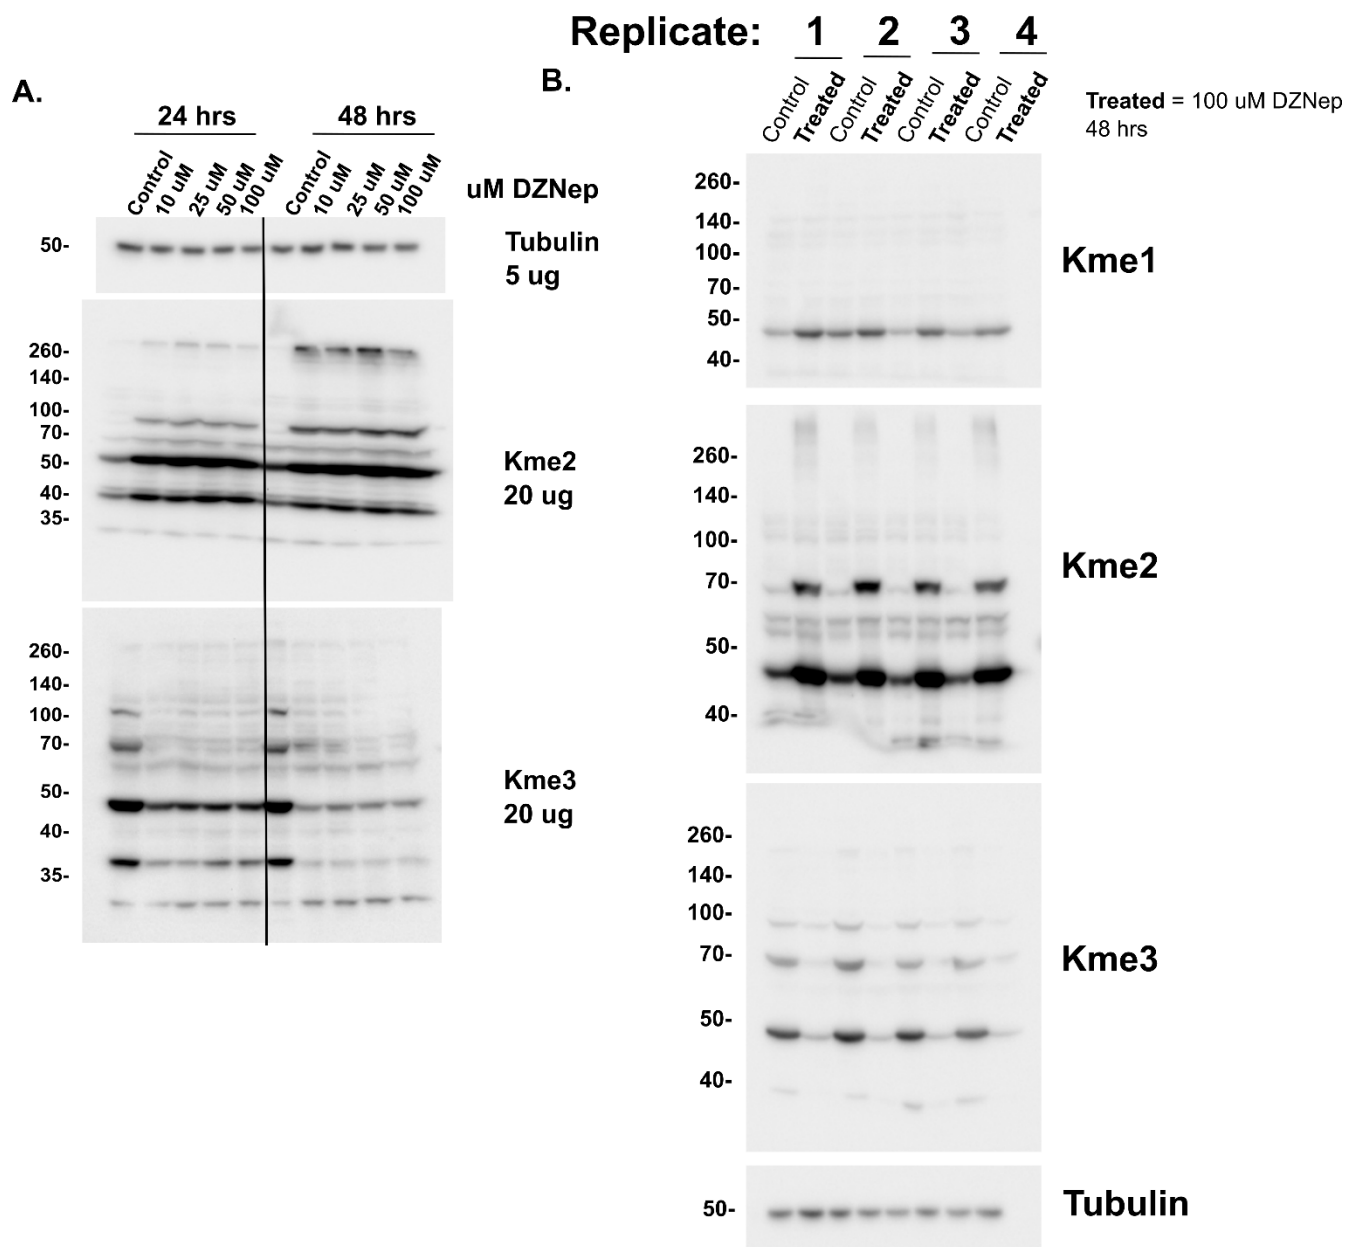

Figure S1: DZNep treatment perturbs the lysine methylome.

(a) Western blot visualizing the impact various concentrations and time has on lysine mono-, di-, and tri-methylation, as indicated. (b) Western blot of the lysine methylome of the lysed global samples. Replicates and drug treatment are indicated across the top. Methyl state is indicated along the side. Blots shown are all run on independent gels.

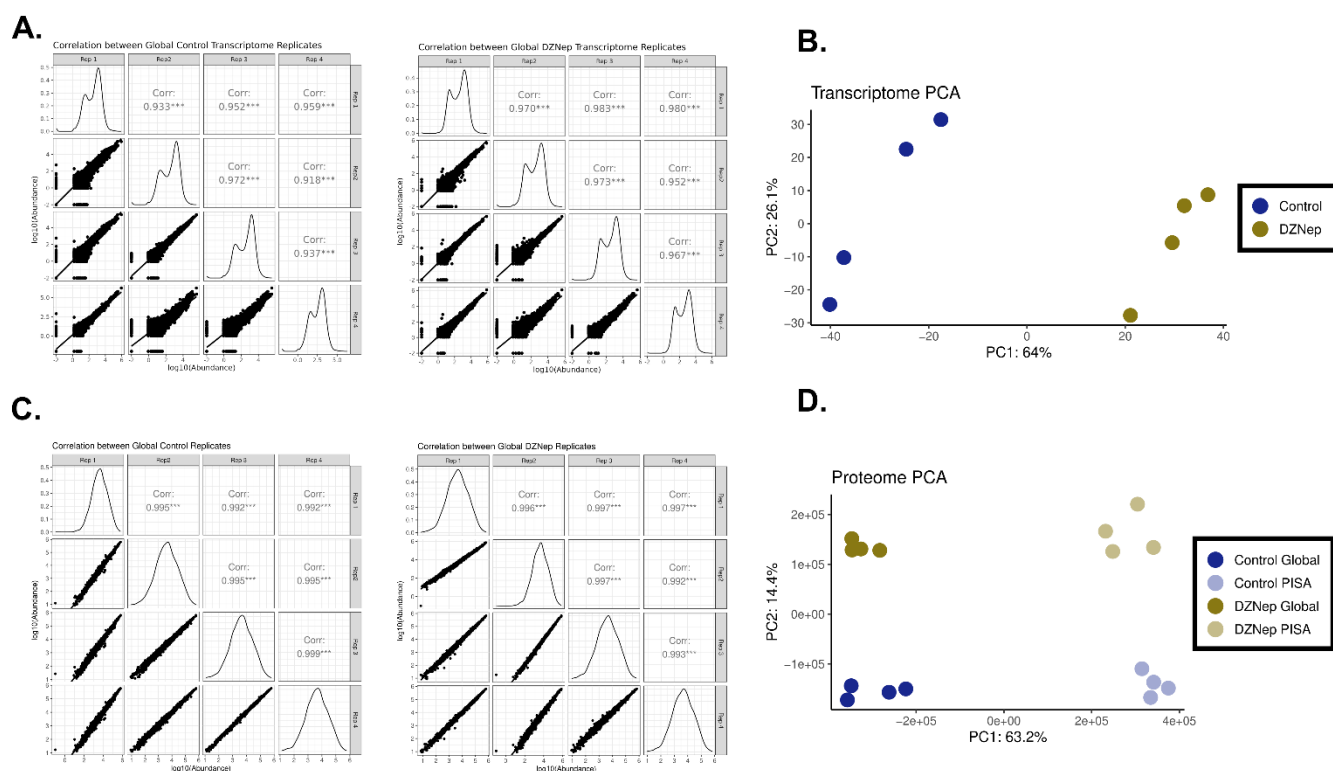

Figure S2: Transcriptome and proteome replicates show a high level of reproducibility.

Pearson correlations between the (a) RNAseq biological samples ( $n = 19,051$ ) and (c) global proteome biological samples ( $n = 3,585$ ) (Pearson correlation,  $***p < 0.001$ ). Control biological replicates are on the left, and DZNep biological replicates are on the right. Principal component analysis of the (b) RNAseq samples and (d) global proteome and PISA samples. Dark blue dots represent the control global proteome biological replicates, and light blue dots represent the PISA biological replicates. Gold dots represent the DZNep-treated global proteome replicates, while the light-gold dots represent the PISA biological replicates.

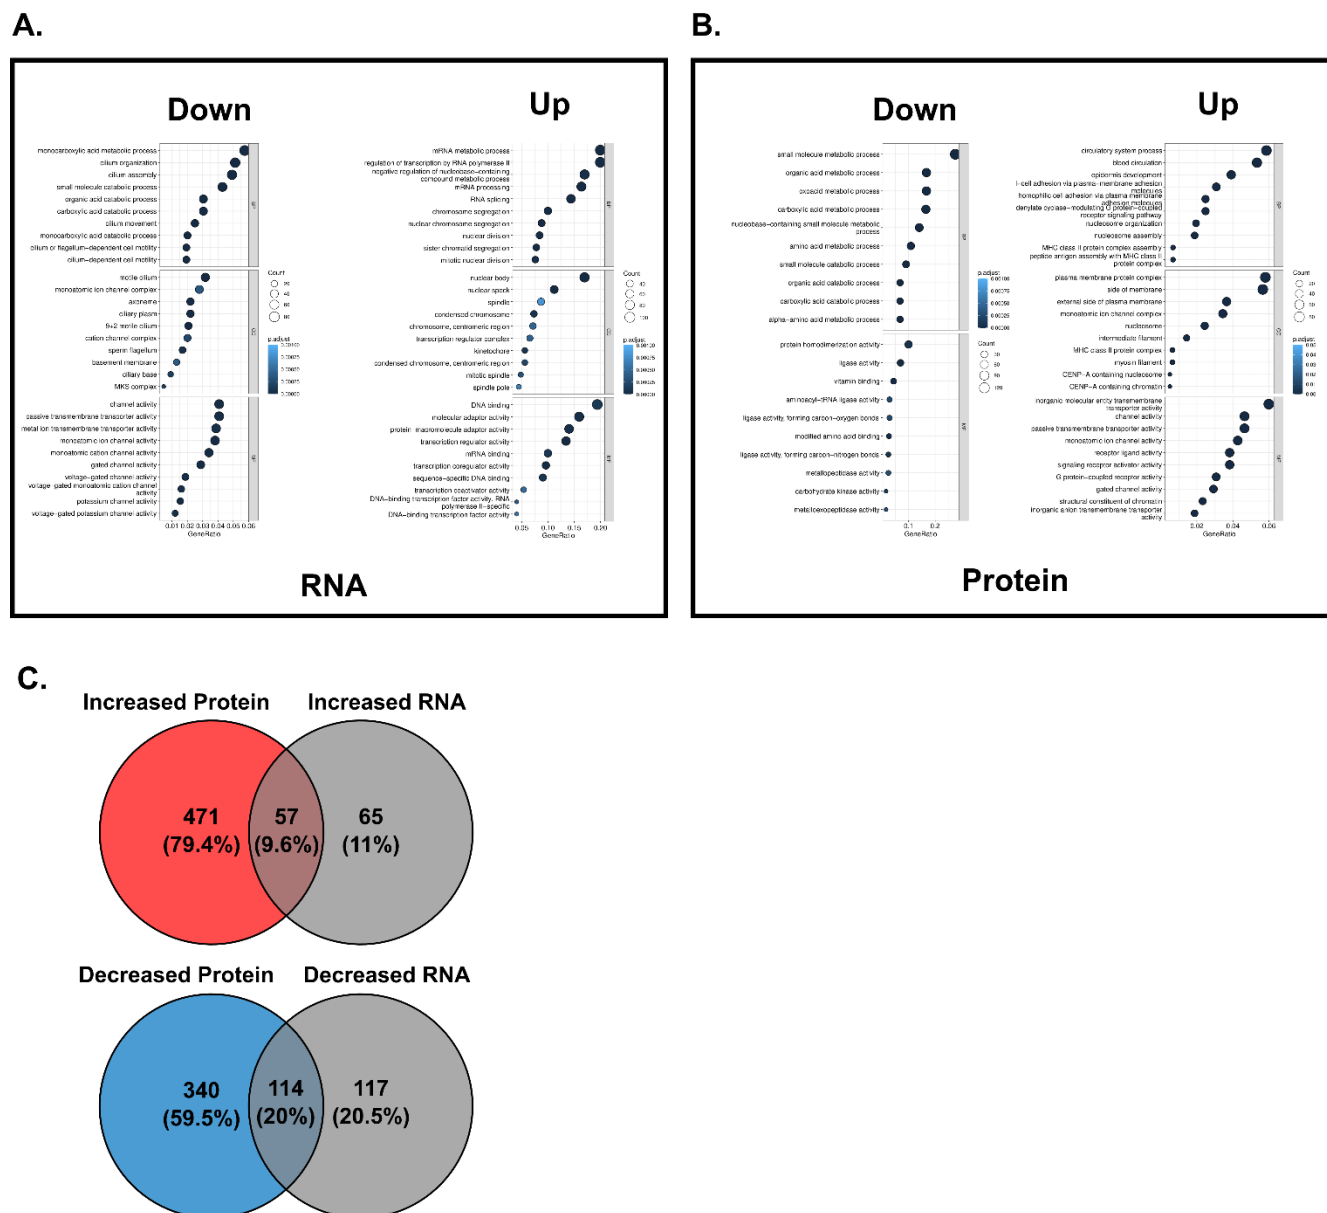

Figure S3: GO term analysis and correlation between RNAseq and proteome abundances.

Enriched GO terms of the (a) downregulated (left) and upregulated (right) transcripts or (b) decreased (left) and increased (right) proteins. Plots were made using clusterprofiler with the observed transcriptome as the background. Top 10 significant GO terms for each category (BP = biological function, CC = Cellular Component, and MF= molecular function; p-value < 0.05) are visualized. (c) Venn diagram of the (top) proteins with increased abundance and genes with upregulated transcripts and (bottom) proteins with decreased abundance and genes with downregulated transcripts.

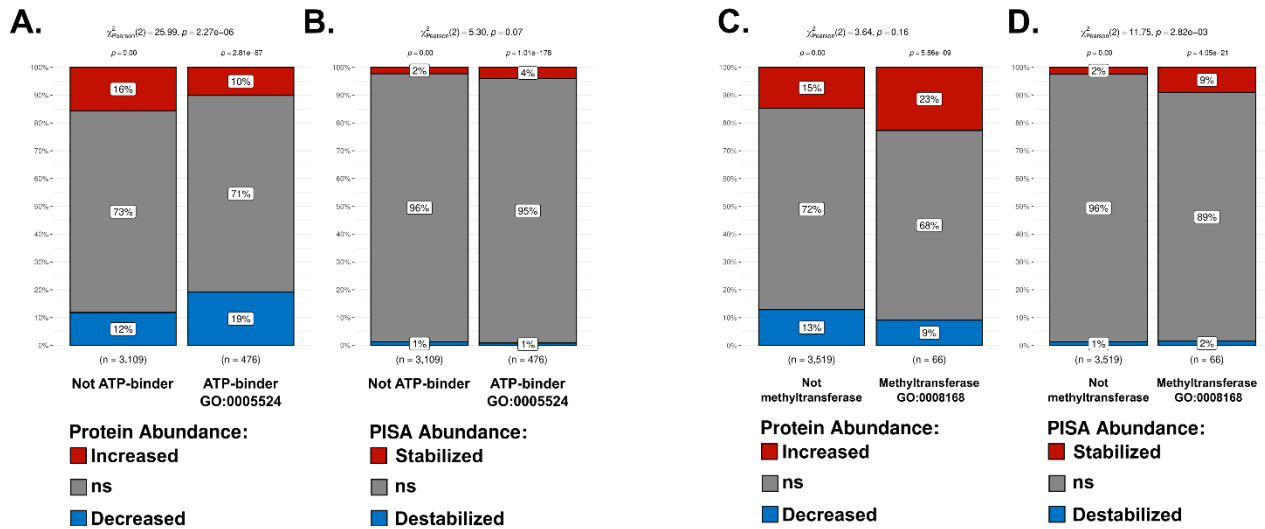

Figure S4: ATP binders and methyltransferases are more likely to have either altered protein abundance or thermal stability

(a & b) Proteins identified as ATP-binder using GO term GO0005524. A Chi-square analysis was conducted between the ATP-binder category (ATP-binder or not-ATP binder) and either (a) the protein abundance category (Increased, Decreased, or not significant) or (b) the PISA thermal stability category (Stabilized, Destabilized, or not significant).

(c & d) Proteins identified as a methyltransferase using GO term GO0008168. A Chi-square analysis was conducted between the methyltransferase category (methyltransferase or not methyltransferase and either (c) the protein abundance category (Increased, Decreased, or not significant) or (d) the PISA thermal stability category (Stabilized, Destabilized, or not significant).

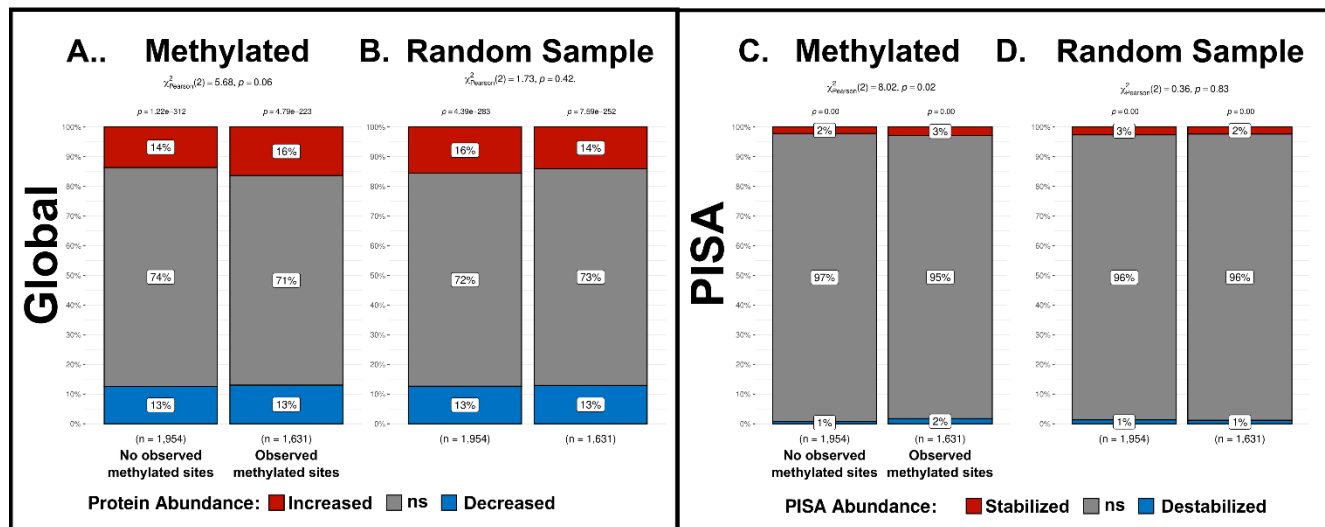

Figure S5: Methylated proteins are affected by DZNep treatment.

PhosphoSite Plus and Berryhill et al. 2023 were used to identify proteins with an observed lysine methylated site. A random sample containing the same number of proteins was used as the random control (n = 1954). Chi-square analysis was conducted between the methylated category (observed methyl site or no observed methyl site) and the (a & b) protein abundance category (Increased, Decreased, or not significant) or the (c & d) PISA thermal stability category (Stabilized, Destabilized, or not significant).

How the deposited data were processed for this re-analysis (not part of the article)

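RNAseq was measured in 8 libraries of HEK293T cells, 4 treated with 100 µM DZNep for 48 h and 4 treated with vehicle (Control). The samples were grouped by treatment and replicate number, on which the labels and the paper do not differ. The authors extracted RNA and sequenced paired 150 bp reads, trimmed them with Trimmomatic 0.36, mapped them to GRCh38 with STAR 2.5.2b and counted unique exonic reads on each gene with featureCounts 1.5.2. The first table the authors deposited holds these counts, without normalization, for 57500 genes. The second table the authors deposited is a signal in normalized counts for 19118 genes. It was checked that each of its values is the count divided by 1 size factor per library and that it holds the genes with more than 80 counts over the 8 libraries. The methods text names neither the annotation release nor the library type and strandedness, so antisense and overlapping genes are uncertain.

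Library totals ranged from 25043058 to 44902779 counts, and intervals and floors cover counting error only. Pairs of libraries differed by more than sampling noise, with a chi-square statistic per degree of freedom of at least 26.9, so each counted as 1 replicate. Gene symbols were matched for 56410 of the 57500 identifiers. Coordinates come from GENCODE's annotation of GRCh38 and may differ from the annotation release used for counting.

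Computations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The main test was edgeR's quasi-likelihood test with TMM normalization on the 19171 genes that passed filterByExpr, with Benjamini-Hochberg adjustment, an adjusted p-value under 0.05 and an absolute log2 fold change over 1. On simulated counts with 200 changed genes, it recovered 194 and called 13 unchanged genes among 18813 tested. The simulated changes lay well past the fold change threshold, in genes above a minimum expression, and the libraries shared no replicate effect. The recovery thus does not extend to small changes, low counts or the share of genes changed in the real data. Genes named in the text are 24 that the paper names, the 5 highest and 5 lowest log2 fold changes among genes with a symbol, an average log2 CPM of at least 1, both thresholds passed and no overlap between the groups, and up to 3 called genes of a list in the direction reported. Other genes were named after their values were seen.

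Gene lists (23, tested in each direction, 46 tests) were written from general knowledge, since no gene ontology file was used here. They are proxies for the paper's terms. Lists were tested with a one-sided Fisher's exact test against the genes tested, and with camera and fry as alternatives. Beyond the lists given with the paper's conclusions and in the closing section, 0 of 14 MHC class I genes were called in either direction (7 higher and 3 lower at an unadjusted p under 0.05). Of 24 cholesterol genes 2 were lower, and of 27 p53 target genes 3 were lower and 1 was higher. Of 12 cytosolic aminoacyl-tRNA synthetase genes outside the MSC, 1 was lower. Of 22 methionine cycle, folate and transsulfuration genes, 3 were lower and 1 was higher. Of 36 interferon-stimulated genes, 7 were higher and 1 was lower. Of 7 keratin genes, 4 were higher. The keratin list passed the threshold with Fisher's exact test (adjusted p = 0.0176), camera (0.00284) and fry (0.000566). Fisher's exact test lost it with at least 10 reads in every sample (0.118) and with limma (0.0674).

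The replicate numbers are shared by the groups. Deviations from the group means correlated between libraries of the same number, with 0.14, 0.49, 0.43 and 0.67 for replicates 1 to 4 and a mean of 0.43, and 1 of the 24 pairings of a Control with a DZNep library each, the one by number, gave a mean as high, so the numbers were taken to pair the libraries. The paper's test had no such term, and the main test has none. With the replicate number as a block, 2243 genes were higher and 2736 were lower.

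The test, its thresholds, the rule for named genes, the gene lists and the alternatives were set before the data were examined. The alternatives were DESeq2, other normalizations, other filters on low counts, the block, leaving out each library, limma on log2(normalized count + 1), other pseudocounts on the log10 scale (0.1 and 1 in place of 0.01), and other thresholds. DESeq2 on the genes of the deposited normalized table was added after seeing the data, as were the correlations and the principal components over those genes and camera with an estimated correlation. Cutoffs that decide the tests of technical explanations were set when those tests were written, after some of the values had been explored. Of Table S1, 1999 of 19051 genes were used, for single values only. The result of 1 gene that the paper names is not reported here. The proteomics, PISA and methylation data were not analysed here.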

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

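Of the tests below, that on T cells and camera with an estimated correlation were chosen only after the results were seen.

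The number of called genes is not what other groupings give. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many called genes, the real one with 4630. The other splits gave 0. At an unadjusted p under 0.05 the real split gave 9361 genes and the others a median of 286 and at most 5422. The split with 5422 set Control replicates 1, 3 and 4 with DZNep replicate 4 against the rest. Among the 8 splits that part all 4 pairs, as the real one does, the others also gave 0, with 7 to 775 genes at an unadjusted p under 0.05, and differ from it in that each group mixes both treatments.

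Control replicate 1 held 25043058 counts, far below the other Control libraries. IARS1 (11737 normalized counts) and LARS1 (9674) were far lower in DZNep replicate 4 than in the other DZNep libraries. These are 3 of 72 groups examined, where chance gives 3.6. Control replicate 4 was also the lowest Control library for both genes, at 10092 and 11305 normalized counts. Libraries with the same replicate number deviated together across genes. With all libraries thinned to equal depth the mean correlation of these pairs was 0.407, against 0.433 as measured, which argues against the depth as the whole source. Without mitochondrial genes it was 0.431, but these are few genes and leaving them out does not decide on the mitochondrial share. That share followed the replicate numbers, with 7.76%, 3.02%, 3.16% and 13.7% in Control replicates 1 to 4 and 7.04%, 4.25%, 4.44% and 10.1% in DZNep replicates 1 to 4, so its part cannot be told apart from other differences between the replicates. A shared culture or processing day also stays open and was not tested.

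T cell receptor V genes, which the paper does not discuss, rose together: 9 of 9 tested were higher with DZNep. Counts were low, with at most 87 in a library. TRAV8-6 and TRAV8-7 were at or under 3 counts in every Control library and at least 12.2-fold and 2.80-fold higher. RNA from T cells would bring the constant segment along with the variable ones, but TRAC averaged 9.42 normalized counts with DZNep against a sum of 187 over 5 TRAV genes. CD3G and LCK, which T cells also express, did rise, to 13.8 and 14.8 normalized counts, as did CORO1A, to 1020 from 424 in the Control, while CD3E reached 20.3 and was not tested. Of the 14 T cell genes listed, PTPRC and CORO1A had 53.7 and 424 normalized counts in the Control, so these cells express them without DZNep. Activation of these loci in the treated cells may be behind the pattern, which is a hypothesis from the same data.

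Cancer/testis and germline genes were over-represented among higher genes, with 15 of 28 higher and 2 lower (one-sided Fisher's exact test, adjusted p = 3.62e-07). TEX11, PIWIL3 and MAGEB1 were at or under 3 counts in each Control library and at least 5.84-fold, 3.27-fold and 5.36-fold higher. Without the shallow Control replicate 1, 17 were higher. After removing the trend on GC content and length in the fit with the replicate block, the median log2 fold change was 1.56. Among genes with at least 10 reads in every sample, which removes silent genes, 4 of 13 were higher (adjusted p = 0.0574). Loss of methylation-dependent silencing is a candidate explanation that these data do not test.

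HOX genes, which are Polycomb targets, were also over-represented, with 13 of 38 higher and 2 lower (adjusted p = 0.000694). The adjusted p-value stayed at or under 0.0206 under the alternatives run, apart from camera with an estimated correlation (0.237). No technical explanation was tested for this list.

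Of 2706 lncRNA genes tested, 24.1% were lower with DZNep, against 11.5% of 14756 protein-coding genes. The odds ratio was 2.45 (95% interval 2.21 to 2.71). Within deciles of expression it was 1.91 (1.69 to 2.16), and after removing the trend on GC content and length in the fit with the replicate block 1.97 (1.75 to 2.22). The intervals of these odds ratios treat genes as independent and do not cover variation between cultures. Of 941 lncRNA genes that overlap no protein-coding gene, 24.3% were lower. These values argue against low expression, overlapping genes and that trend as the whole cause. More lncRNA genes were also higher, 13.9% against 9.68%. A wider response of lncRNA genes to the treatment may explain this and remains a hypothesis.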

How the results depend on the processing

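Across the settings, the counts of called genes stayed within 1.5 times of 2041 higher and 2589 lower except under 3 choices. Requiring at least 10 reads in every sample gave 1141 higher genes, since it removes genes that are silent in one group, dropping the fold change threshold gave 3656 higher and 4171 lower genes, and testing against a log2 fold change of 1 gave 942 and 1066. The fits that each left out 1 of the 8 libraries gave 1936 to 2383 higher and 2322 to 2993 lower genes. With DESeq2 on 28787 genes there were 2920 and 3016, of which 2013 and 2469 were shared with the main result. DESeq2 on the genes of the deposited normalized table, chosen after seeing the data, gave 2100 and 2621. The paper reports 2092 and 2611. Scaling by library size alone moved the median log2 fold change of all genes from -0.03 to 0.05 and the share of higher genes among called genes from 44.1% to 49.4%.

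The replicate block gave 2243 higher and 2736 lower genes, and 5528 and 5786 without the fold change threshold. It brought 3 genes of the paper's comparisons past the threshold on the adjusted p-value, AHCY (log2 fold change -0.32, 0.0443), MAT2B (0.32, 0.0297) and LCMT1 (-0.45, 0.00266), and took the list of G protein-coupled receptors past it the other way (20 higher genes, 0.0555). It also did so for AIMP1, LARS1, TACC3 and VCP, with 0.0031, 0.0163, 0.000357 and 0.0238. With the block, fry also passed for motile cilium (0.0428) and p53 targets (0.0261) and no longer passed for cytosolic aminoacyl-tRNA synthetases outside the MSC (0.131, from 0.0347) and methionine cycle, folate and transsulfuration genes (0.116, from 0.0462). It changed no other call of a named gene or list.

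Across the leave-one-out fits, AHCY ranged from -0.37 to -0.21, MAT2A from -0.67 to -0.10, MAT2B from 0.20 to 0.43, MTR from -1.74 to -1.38, AIMP2 from -1.06 to -0.83, LCMT1 from -0.61 to -0.32 and NTMT1 from -0.24 to 0.0286. LCMT1 passed the threshold on the p-value only without DZNep replicate 4 (0.0366). NTMT1 changed sign in 2 of these fits and, under library sizes alone, had a log2 fold change of 0.0036. The call of MTR and the p-value call of AIMP2 held in every fit run.

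Signs also changed for genes near 0, and the cause was not tested. Library sizes alone gave 0.0171 for EEF1E1, 0.0084 for CDK6 and 0.0463 for PGK1. PGK1 was also above 0 with DESeq2 (0.0133), median-ratio size factors (0.0156), upper-quartile normalization (0.0298), at least 10 reads in every sample (0.0291), the replicate block (0.0904), limma (0.117) and DESeq2 on the deposited genes (0.0185), the last chosen after seeing the data. CDK6 was above 0 with the replicate block (0.0413) and limma (0.0706). Leaving out libraries gave -0.14 to 0.0814 for EEF1E1, -0.0574 to 0.0671 for EPRS1, -0.55 to 0.0098 for IARS1, -0.32 to 0.39 for CDK6 and -0.22 to 0.26 for PGK1. None of these passed the threshold, with adjusted p-values of at least 0.428 for the changed signs.

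The lists of histones, cilium assembly, zinc finger genes and cadherins kept their side of the threshold under the 20 alternatives run for each, apart from camera with an estimated correlation, chosen after seeing the data, which passed for 0 lists (4 at an unadjusted p under 0.05). Monocarboxylic acid metabolism lost it only without Control replicate 2 (22 to 24 lower genes over the leave-one-out fits, adjusted p up to 0.0782), and motile cilium under camera (0.348) and fry (0.0854). The receptor list was unstable. Its adjusted p-value was 0.0644 with DESeq2 (26 higher genes), 0.0551 with median-ratio size factors, 0.122 with library sizes alone (19 genes each), 0.185 with at least 10 reads in every sample (10 genes), 0.0666 with limma (19 genes), 0.625 without the fold change threshold (23 genes), 0.707 with camera and 0.83 with fry. Leaving out libraries gave 17 to 22 genes, and the call was lost without DZNep replicates 2 and 3 (0.117 and 0.0944).

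The lowest correlation moved with the pseudocount and the genes used. With pseudocount 1 it was 0.949 for Control and 0.968 for DZNep, with genes that have a DESeq2 adjusted p-value 0.846 and 0.876, and with all genes with at least 1 read 0.873 and 0.873. Leaving out libraries gave 0.927 to 0.940 and 0.957 to 0.973. The first component held 84.9% with log2 CPM, 63.6% over all genes tested, 56.8% over all deposited genes on the log10 scale, chosen after seeing the data, and 85.5% to 90.3% with libraries left out.

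Of 14 results outside the paper's main comparisons, some named above, 38 values changed their side of the threshold, 14 weaker and 24 stronger, with 20 of named genes and 18 of lists. Depth limits genes near the floor, such as the germline and protocadherin genes, where folds are lower bounds.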

Differences from the paper's values

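The first principal component held 87.5% of the variance against about 64% in Figure S2B, read by eye. The second held 8.01% against about 26%. Of the alternatives set before the data were examined, all genes tested in place of the 500 most variable gave 63.6% and 25.9% and closed both gaps. Neither gap was closed by log2 CPM (84.9% and 7.99%). The fits that each left out 1 library (85.5% to 90.3% and 5.40% to 10.2%) did not close them either.

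The paper states that AIMP2 decreased at the transcript level. Here its log2 fold change of -0.95 passed the threshold on the adjusted p-value and not that on the fold change. AIMP2 passed both thresholds without Control replicate 2 (-1.04), Control replicate 4 (-1.06) or DZNep replicate 4 (-1.06). MARS1, for which the text gives no transcript change, behaved alike with -0.93, and passed both thresholds without Control replicate 4 (-1.05).

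Figure S3A lists RNA splicing and chromosome segregation among the terms of the upregulated transcripts. On the lists used here, 2 of 122 splicing genes were higher and 4 were lower, and no setting run placed them past the threshold. Of 66 mitosis and chromosome segregation genes, 6 were higher and 4 were lower. That list passed the threshold without the fold change threshold (21 higher, adjusted p = 0.0423) and with fry (0.00194). Nucleosome, MHC class II and cell adhesion terms, which Figure S3B lists for the increased proteins, correspond to lists that were over-represented among the higher transcripts here. The paper's text, however, names nucleosome organization for the upregulated transcripts and RNA processing for the increased proteins. The text and these figure terms thus differ, so whether the splicing and segregation lists depart from the paper's result cannot be decided here. The text also names DNA binding for the upregulated transcripts. For this term only zinc finger genes named ZNF and a number were tabulated, and 30 of 460 were higher (6.52%, against 10.6% of all genes). These genes are 1 family and do not stand for the whole term, so no difference from the paper follows. The histone and HOX lists, tested under other headings, were over-represented among the higher genes.

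For TACC3, the paper's Table S1 gives an adjusted p-value of 0.033 with a log2 fold change of 0.60. Here the values were 0.0662 and 0.57. The adjusted p-value passed the threshold with DESeq2 (0.0335), library sizes alone (0.0146), all genes with at least 1 read (0.0460), the replicate block (0.000357), limma (0.0494) and without Control replicate 4 (0.0143), and with DESeq2 on the deposited genes (0.0330), chosen after seeing the data. AHCY, for which the paper reports no significant transcript change, passed it with the replicate block (0.0443).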

Other observations

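Of the tests below, those on S phase, non-polyadenylated RNA and B or myeloid cells were chosen only after the results were seen.

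The rise of histone transcripts was weighed against technical and cell cycle explanations. After removing the trend of the log2 fold change on GC content and length, in the fit with the replicate block, the median of the 40 histone genes was 1.99, which argues against that trend as the cause. More cells in S phase could raise histone transcripts. The list of 55 DNA replication and G1/S genes had a median of -0.0429, but its members went both ways, 25 up and 30 down. In this list, 0 were called higher (6 at an unadjusted p under 0.05) and 2 were called lower (15 at an unadjusted p under 0.05). FEN1 and TK1 rose by 0.93 and 0.86 on the log2 scale and MCM5 and CDC7 by 0.61 and 0.60. The 2 genes called lower, POLA2 and E2F2, had log2 fold changes of -1.72 and -1.22. The S phase explanation thus stays open. More non-polyadenylated RNA in the DZNep libraries also cannot be told apart from a change in the cells, since 51 small nuclear and nucleolar RNA genes had a median of -0.41 and went both ways, 18 up and 33 down.

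MHC class II genes were over-represented among the higher genes, with 8 of 13 higher and 0 lower, also 0 at an unadjusted p under 0.05 (one-sided Fisher's exact test, adjusted p = 0.000118). RNA from B cells or myeloid cells would raise their other transcripts alike, but 12 markers of these cells changed by a median of -1.36 normalized counts, against a median rise of 207 in the 8 called MHC class II genes. CD79B and CORO1A did rise, to 17.2 and 1020 normalized counts, and LYZ rose from 22.6 to 130 on average, with 450 in its highest DZNep library. CORO1A and PTPRC are also on the T cell list. The markers had a median of 66.5 normalized counts in the Control, against which a rise near 207 would show and a much smaller one would not. CD74, an abundant transcript of these cells, had a log2 fold change of -0.0546, and MS4A1 had 0 normalized counts in both groups. CIITA, the transactivator of these genes, was not called (log2 fold change -0.44, adjusted p = 0.531).

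Targets of the transcription factor ATF4 tended to be lower. Of 35 tested, 7 were lower and 2 were higher, which Fisher's exact test did not separate from chance (adjusted p = 0.569), while camera (0.00284) and fry (0.0104) did. Fisher's exact test did pass with all genes with at least 1 read (7 lower, adjusted p = 0.0476). It also passed without the fold change threshold (14 lower, 0.0470), but in none of the leave-one-out fits (lowest 0.252). ALDH1L2, PCK2 and DDIT3 had log2 fold changes of -2.84, -2.80 and -2.61. The 11 MSC transcripts had a median of -0.31, and fry gave an adjusted p-value of 0.00137 for a decrease, against 0.307 from camera. Voltage-gated channel genes were over-represented in both directions, with 12 of 53 higher and 14 lower (adjusted p = 0.038 in each), but camera (0.393) and fry (0.0701), both towards a decrease, passed the threshold for neither direction. The call for the higher genes was also lost with at least 10 reads in every sample (0.185) and without the fold change threshold (0.205).

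MAT1A rose from 9.49 ± 7.93 to 185 ± 18.7 normalized counts (SD, n = 4 each), a log2 fold change of 4.34, and was singled out after its value was seen. The paper reports on MAT2A and MAT2B, and MAT1A encodes another methionine adenosyltransferase. EZH2 was not changed past the threshold, with a log2 fold change of -0.15 and an adjusted p-value of 0.570.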
